# Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency

**DOI:** 10.1016/j.stem.2017.09.004

**Published:** 2017-10-05

**Authors:** Menno ter Huurne, James Chappell, Stephen Dalton, Hendrik G. Stunnenberg

**Keywords:** embryonic stem cells, pluripotency, cell cycle, G1 checkpoint, retinoblastoma protein, ERK-signaling, diapause

## Abstract

Mouse embryonic stem cells (ESCs) cultured in serum are characterized by hyper-phosphorylated RB protein, lack of G1 control, and rapid progression through the cell cycle. Here, we show that ESCs grown in the presence of two small-molecule inhibitors (2i ESCs) have a longer G1-phase with hypo-phosphorylated RB, implying that they have a functional G1 checkpoint. Deletion of RB, P107, and P130 in 2i ESCs results in a G1-phase similar to that of serum ESCs. Inhibition of the ERK signaling pathway in serum ESCs results in the appearance of hypo-phosphorylated RB and the reinstatement of a G1 checkpoint. In addition, induction of a dormant state by the inhibition of MYC, resembling diapause, requires the presence of the RB family proteins. Collectively, our data show that RB-dependent G1 restriction point signaling is active in mouse ESCs grown in 2i but abrogated in serum by ERK-dependent phosphorylation.

## Highlights

• 2i ESCs have a longer G1-phase and a shorter G2-phase than serum-grown cells
• RB family proteins control the restriction point and elongate the G1-phase in 2i ESCs
• ERK pathway signaling abrogates the restriction point in serum-grown ESCs
• Diapause-like quiescence of ESCs also depends on RB-mediated G1 regulation

## Introduction

One characteristic of embryonic stem cells (ESCs) is that they proliferate at an unusually rapid pace, with a doubling time of ∼12–14 hr. The highly proliferative nature of pluripotent ESCs is attributed to the lack of G1-phase control, a feature that has been intimately linked to pluripotency (Singh and Dalton, 2009). Constitutively active kinases and the absence of CDK-inhibitor proteins ensure rapid progression into S-phase, resulting in an extremely short G1-phase. This model is, however, based on studies performed in ESCs grown in serum (hereinafter termed serum ESCs). Recent studies have indicated that ESCs cultured in defined medium in the presence of two small-molecule inhibitors, PD0325901 and CHIR99021, (hereinafter termed 2i ESCs) more closely reflect pluripotent ESCs from the inner cell mass (often referred to as ground-state), whereas ESCs cultured in serum are more similar to pluripotent cells from post-implantation embryonic stages (Marks et al., 2012, Nichols and Smith, 2009, Weinberger et al., 2016). Our analysis of the cell cycle in 2i ESCs indicates that G1 control in ground-state pluripotent ESCs is distinct from that in serum ESCs.

## Results

To assess the global effect of the 2i culture conditions on the mouse ESC cell cycle, we used bromodeoxyuridine (BrdU) incorporation and propidium iodide (PI) staining in combination with flow cytometry to determine the distribution of cells over the different phases of the cell cycle. In line with literature, the majority of serum ESCs reside in the S-phase, whereas the rest are roughly equally distributed between the G1 phase and G2 phase (Figure 1A). Conversely, the number of 2i ESCs in S-phase is reduced, whereas the number of cells in the G1-phase is strongly increased, which is largely effectuated already within 24 hr of adaptation from serum to 2i conditions, or vice versa (Figures 1B and S1A). The adaptation of serum ESCs to 2i conditions does not affect the expression of key pluripotency factors (Marks et al., 2012), indicating that these changes in cell cycle are not the result of differentiation (Figure S1B). Similar results were obtained in multiple karyotyped wild-type (WT) ESC lines, both male and female with several different genetic backgrounds, and in induced pluripotent stem cells (iPSCs) (Li et al., 2009a) (Figures S1C and S1D; Table S1).

**Figure 1:**
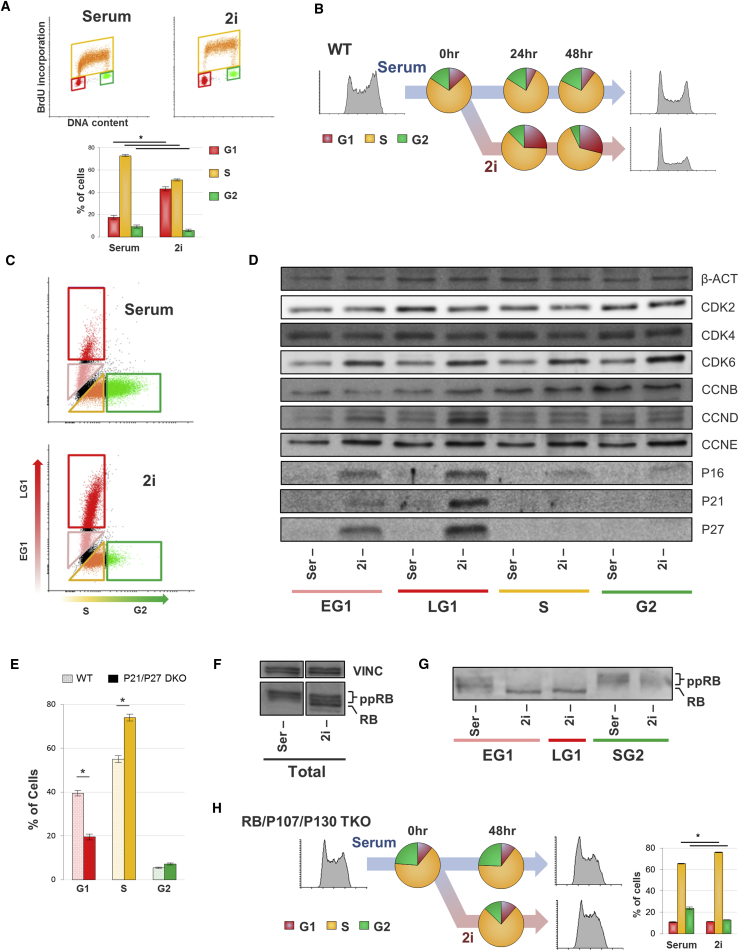
G1-Phase Is Elongated upon Adaptation of ESCs to 2i Conditions For a Figure360 author presentation of Figure 1, see the figure legend at http://dx.doi.org/10.1016/j.stem.2017.09.004. (A) DNA staining using PI in combination with BrdU incorporation shows a higher number of 2i R1 ESCs residing in G1 phase when compared to serum R1 ESCs. Significance was tested using the two-tailed Student’s t test; ^∗^p < 0.05. (B) Cell-cycle analysis using BrdU/PI shows that the rapid increase in the number of cells residing in G1-phase upon transition from serum to 2i occurs within 48 hr. Similar results were observed in several different male and female ESC lines. (C) FUCCI reporter expression shows that 2i ESCs reside longer in G1 phase, whereas the combined S-/G2-phase is shortened in 2i ESCs compared to serum ESCs. Indicated are the gates as used for sorting. (D) Western blot analysis of cell-cycle proteins involved in progression into S-phase in serum and 2i ESCs showing specific upregulation of the CDK inhibitors in 2i ESCs during both early and late G1-phase (EG1 and LG1, respectively). Three independent experiments showed similar results. (E) Distribution of cells over different phases of the cell cycle as determined by BrdU/PI staining performed in triplicate, using three independent P21/P27 DKO clones. A two-tailed Student’s t test was used to determine significance; ^∗^p < 0.05. (F) Western blot analysis of total cell populations showing only phosphorylated RB in serum ESCs. Western blot is representative of three independent experiments. (G) As in (C), using sorted early- and late-G1-phase as well as S-/G2-phase of ESCs, showing hypo-phosphorylated RB in G1-phase and phosphorylated RB (phospho-RB) in S-/G2-phase in 2i ESCs. At least two independent experiments showed similar results. (H) Cell-cycle analysis on RB/P107/P130 TKO ESCs using BrdU in combination with PI, showing an unaltered number of cells in G1-phase upon adaptation from serum to 2i. A decrease in the number of cells in G2-phase was observed. Results are representative of at least two independent experiments (^∗^p < 0.05, two-tailed Student’s t test). All values and error bars represent the mean ± SD. See also Figures S1 and S2 and Table S1. Figure360: An Author Presentation of Figure 1

Serum-grown ESCs have been reported to contain Nanog-high and Nanog-low subpopulations, with the former exhibiting a higher degree of pluripotency (Chambers et al., 2007, Kalmar et al., 2009). Both populations display a serum-type cell-cycle distribution (Figure S1E), indicating that the elongated G1-phase is characteristic of ground-state 2i ESCs.

To gain further insight, we generated mouse ESCs expressing the FUCCI reporters (Sakaue-Sawano et al., 2008). The FUCCI system enables fluorescence-activated cell sorting (FACS) of cells from different phases of the cell cycle and, importantly, determination of the length of the different phases, because the reporter activity increases proportionally to the time spent in a specific phase (Figure S1F). The analysis confirms that 2i ESCs have a markedly longer G1-phase and shorter S-/G2-phases, relative to serum ESCs (Figures 1C and S1G). As serum and 2i ESCs proliferate at a roughly similar pace (Figure S1H) (Tamm et al., 2013), these changes appear to have a compensatory effect on the length of the cell cycle.

The abbreviated G1-phase in serum ESCs is accompanied by the accelerated expression of histones during G1-/S-phase transition (Medina et al., 2012). To assess whether serum and 2i ESCs differ in this respect, we performed RNA sequencing (RNA-seq) on 2i and serum ESCs in G1-phase. Gene ontology (GO)-term analysis on differentially expressed genes (Figure S1I; fold change > 2, p < 0.05) revealed higher expression of genes associated with S-phase entry and chromatin assembly in serum ESCs (Figure S1J). Replication-dependent histone genes are more highly expressed in serum ESCs, when compared to 2i ESCs, both in late G1-phase and in early G1-phase (Figure S1K; data not shown). The accelerated progression through G1-phase, upregulation of histone gene expression, enrichment of the E2F binding motif at highly expressed genes (Figure S1L), and increased expression of the E2F family members and known E2F target genes (Figure S1M) suggest elevated activity of the RB-E2F pathway in serum ESCs. E2F1 chromatin immunoprecipitation sequencing (ChIP-seq) revealed that ∼5% of the binding sites displayed differential binding (2-fold change, p < 0.05) between serum and 2i (Figure S1N). However, E2F1 occupancy did not correlate with differential RNA expression (R^2^ = 0.08). Thus, differential E2F binding is very unlikely to drive differential gene expression in serum and 2i.

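E2F1 is a transcription factor of the E2F family, whose activity is restrained by the RB family proteins, and ChIP-seq sequences the DNA fragments that an antibody against it pulls down from fixed chromatin. Serum ESCs are mouse embryonic stem cells kept in serum, and 2i ESCs are kept with PD, which blocks MEK and with it ERK signaling, and Chiron, which blocks GSK3. The data comprise 4 ChIP-seq samples, 2 biological replicates from serum ESCs and 2 from 2i ESCs. The authors aligned the reads to mm9, removed duplicates and blacklisted regions, called peaks in each sample, kept the peaks shared by the replicates of a condition, merged the serum and 2i peaks and counted the reads over each merged peak. They deposited normalized counts for 4523 peaks in all 4 samples. Within each sample, 99.95% of the 18092 values taken together were whole multiples of what 1 read is worth, so that the reads behind them could be recovered. Serum replicate 1 had 248878 reads in peaks, serum replicate 2 had 450420, 2i replicate 1 had 710519 and 2i replicate 2 had 395738. The median peak held 35 reads in serum replicate 1, 65 in serum replicate 2, 111 in 2i replicate 1 and 58 in 2i replicate 2, so counting noise was largest in serum replicate 1. The remaining 9 values, at 8 peaks, were all deposited as exactly 2 in serum samples, and were kept as deposited on the log2 scale and taken as 0 reads in tests on reads. Each peak was tested with limma on log2(normalized count + 1), and a peak was called differential at a log2 fold change past 1 in either direction and an unadjusted p under 0.05. The paper states a log2 fold change over 1 and a p value under 0.05, called with DESeq2, and its text does not say whether this p was adjusted. The pseudocount pulls the fold changes of weak peaks toward 0, and with 2 replicates per condition the smallest p of a two-sided exact permutation test of a single peak is 0.333, so each call relies on the spread that limma shares across peaks.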

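Of the 4523 E2F1 peaks, 466 (10.3%, 95% Clopper-Pearson interval over peaks from 9.43% to 11.2%) were called differential between serum and 2i ESCs, 218 of them higher in serum and 248 higher in 2i. With replicate number as a block, 504 peaks were called, 226 higher in serum and 278 higher in 2i, and 462 peaks were called in both fits. The deviations of same-numbered samples from their condition means had a correlation across peaks of 0.048, so the replicate numbers carried little shared variation. An unadjusted p under 0.05 was reached by 807 peaks, where 226 are expected by chance alone. After Benjamini-Hochberg adjustment of the limma p over all peaks, 66 peaks passed, 52 higher in serum and 14 higher in 2i, and 271 passed with the replicate block. The p of the block fit rests more on the spread shared across peaks. The number of called peaks moved most when only the 2731 peaks with a mean normalized count of at least 50 were tested, which gave 188 called peaks, 121 higher in serum and 67 higher in 2i. The split by direction also depended on the scaling, with 178 peaks higher in serum and 313 higher in 2i after rescaling to the same total, and 232 and 166 after cyclic loess normalization. The replicate values of the 2 conditions did not overlap at 2229 of all peaks (49.3%), where chance gives 33.3%. Of 4 equal groups of peaks by mean signal, the weakest had 17.2% of its peaks called and the strongest 6.45%.
The largest rise in serum was at the promoter of Egr1, in a peak on chromosome 18 of mm9 from 35020715 to 35021182. Its normalized count was 273 ± 124 (SD, n = 2) in serum and 13.3 ± 4.10 (SD, n = 2) in 2i. The log2 fold change was 4.21 (standard error 0.39, adjusted p = 0.00142 from limma with Benjamini-Hochberg adjustment), and it stayed between 3.73 and 4.69 with each replicate left out in turn. An intergenic peak on chromosome 11 from 53953586 to 53953938 rose by 3.22 on the log2 scale (adjusted p = 0.0163, limma). The peak at the Atxn1l promoter on chromosome 8 rose by 2.84, but with an adjusted p of 0.0876 from limma, and its value in 2i was 15.7 in replicate 1 and 2.09 in replicate 2. In the other direction, the peak at the Nlgn2 promoter on chromosome 11, from 69647453 to 69647925, held 10.1 ± 1.93 (SD, n = 2) in serum and 80.7 ± 12.8 (SD, n = 2) in 2i, a log2 fold change of -2.89 (standard error 0.42, adjusted p = 0.0121, limma). The peak at the promoter of 2510009E07Rik on chromosome 16 had a log2 fold change of -3.02 (adjusted p = 0.042, limma), with 0 and 7 reads in the serum replicates. An intergenic peak on chromosome 5 from 116832340 to 116832719 had no recovered read in either serum sample and 29 and 27 reads in 2i. On the deposited scale, its mean in 2i was 5.49 times the value of a floor of 3 reads in serum, but its adjusted p was 0.0601 (limma). Its log2 fold change of -2.90 became -1.47 under cyclic loess normalization.
Of 27 cell-cycle and E2F-related genes that the paper names, 15 had E2F1 peaks, 16 in all. Their log2 fold changes ran from -1.88 to 1.31 with a median of 0.31, and 13 were positive and 3 negative. Only the peaks at E2f2 and Cdkn2a were called, with and without the replicate block. The peak in the 5'UTR of E2f2 (chromosome 4, 135728482 to 135728857) had a normalized count of 57.2 ± 5.37 (SD, n = 2) in serum and 22.5 ± 3.80 (SD, n = 2) in 2i, a log2 fold change of 1.31 (standard error 0.39, adjusted p = 0.121, limma over all peaks). At Cdkn2a, the peak (chromosome 4, 88940467 to 88940922) lay at the upstream promoter, where transcripts start at 88940523 and 88940557, and the promoter of the transcript that starts at 88928096 had no peak. It had 18.7 ± 1.83 (SD, n = 2) in serum and 71.7 ± 5.50 (SD, n = 2) in 2i, a log2 fold change of -1.88 (standard error 0.38, adjusted p = 0.0378, limma). Which protein each Cdkn2a transcript encodes was not examined, so the peak is not linked here to the P16 protein of the paper. Adjusted over these 16 peaks alone, the limma p of 4 peaks was under 0.05, at Cdkn2a, E2f2, Rb1 and Hist1h2ad, and 2 of them passed the fold change threshold, against 1 when adjusted over all peaks. At the Rb1 promoter, the peak had a log2 fold change of 0.97 (standard error 0.26, adjusted p = 0.0963, limma over all peaks), just short of the threshold of 1, with a smaller p than E2f2. The peak at the E2f1 promoter did not differ beyond the replicate spread (272 ± 3.16 in serum and 267 ± 58.8 in 2i, SD, n = 2 each), and the sign of its fold change of 0.04 on the log2 scale reversed under cyclic loess normalization. The peak at Hist1h2ad (log2 fold change 0.88, not called) also lies at the promoter of Hist1h2bf, and reads at histone genes could be shared between near-identical copies.

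**Figure D1:**
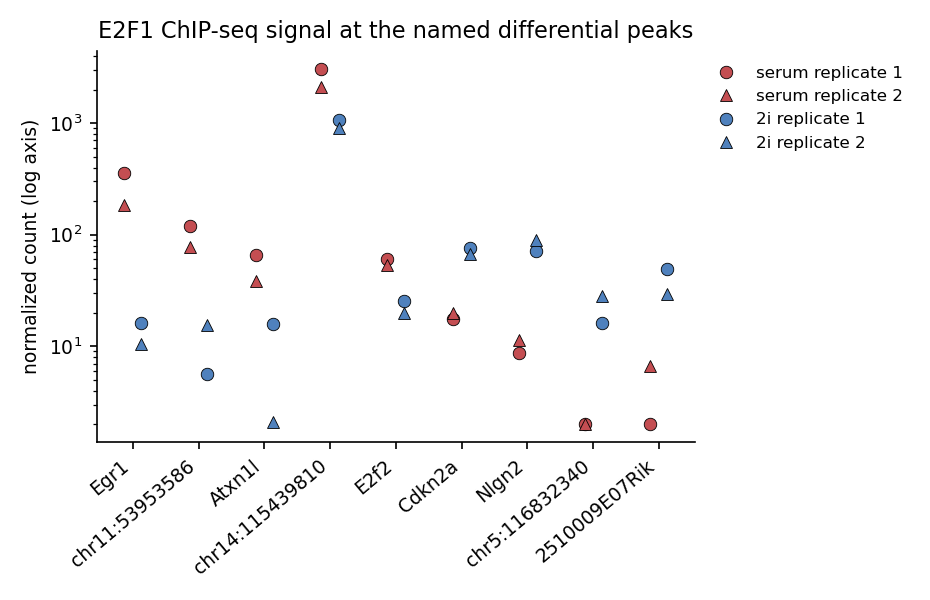
Normalized counts (log axis) of the 9 named peaks that were called differential, ordered from the largest rise to the largest fall in serum, with 1 point per replicate. Both serum replicates lie above both 2i replicates at the 5 peaks on the left and below them at the 4 on the right, and the 2 serum values at the chromosome 5 peak are the deposited value of 2.

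From the absence of a correlation between differential E2F1 occupancy and RNA expression in Figure S1N, the paper concludes that differential E2F binding is very unlikely to drive differential gene expression in serum and 2i. The RNA-seq samples were not analysed here.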

To assess whether cyclin/CDK activity upstream of the RB-E2F pathway explains the distinct cell-cycle patterns, we determined the expression of key regulators of cell-cycle progression through G1-phase. Quantitation of their protein levels throughout the cell cycle revealed that CDK2 and CDK4 are slightly lower, whereas CDK6, CCND, and CCNE are slightly higher expressed in 2i ESCs (Figure 1D). The most notable difference, however, is the higher protein levels of the CDK inhibitors: P16, P21, and P27 are nearly exclusively expressed only in 2i ESCs and primarily during the late G1-phase (Figure 1D). Importantly, differential expression of CDK-inhibitors in 2i and serum ESCs parallels their higher RNA levels in inner cell mass as compared to the epiblast (Boroviak et al., 2015) (Figure S2A).

Deletion of P21 or P27 alone did not significantly alter the cell cycle; however, the combined deletion of P21 and P27 resulted in a decrease in the number of cells in G1-phase as well as lowered expression of the FUCCI reporters. The deletion of P16, alone or in combination with P21, did not significantly affect the number of cells in G1-phase (data not shown). These results indicate that the CDK-inhibitor proteins have partially overlapping functions and that the length of G1-phase in 2i ESCs is controlled by the sum of P21/P27 inhibitory action (Figures 1E and S2B–S2D).

To assess the net effect of differential CDK activity between serum and 2i ESCs, we determined the expression and phosphorylation status of their downstream targets, the RB family proteins RB, P107, and P130. In the hypo-phosphorylated form, these proteins bind to and inhibit the activity of DNA-bound E2F transcription factors, thereby slowing down cell-cycle progression during G1-phase. Upon successive phosphorylation of RB, its interaction with E2F transcription factors is lost, leading to the activation of genes involved in progression into S-phase (Dick and Rubin, 2013, Hirschi et al., 2010). Western blot analysis shows that hyper-phosphorylated forms of RB are detected in serum ESCs, whereas RB appears hyper- as well as hypo-phosphorylated in 2i FUCCI ESCs, which was confirmed by phosphatase treatment (Figures 1F and S2E). Strikingly, in both the early and late G1 phases of 2i FUCCI ESCs, only hypo-phosporylated RB is detected (Figure 1G). These results were confirmed in G1-phase sorted Suv39h WT ESCs (Lehnertz et al., 2003) and in E14 ESCs (Figure S2F; data not shown). Phosphorylated RB is, however, present in S-/G2-phase in both 2i and serum ESCs (Figures 1G and S2F). In P21/P27 double knock out (DKO) ESCs cultured in 2i, the hypo-phosphorylated form of RB is hardly detected. This indicates that the expression of CDK inhibitors in 2i prevents phosphorylation of RB (Figure S2G). Besides hypo-phosphorylated RB, P107 protein levels are higher in 2i ESCs, which could aid in reinstating the G1 checkpoint (Figure S2H). Together, these results suggest that E2F activity is higher in serum and that E2F activity is inhibited by hypo-phosphorylated RB family proteins in 2i.

We used RB knockout (KO) and RB/P107/P130 triple-knockout (TKO) ESCs (Dannenberg et al., 2000) to corroborate and extend our hypothesis that the elongated G1-phase in 2i ESCs is mediated by the RB family proteins. In TKO ESCs, the number of cells in G1-phase remains the same when shifting from serum to 2i conditions, indicating that the RB family proteins are essential for elongation of G1-phase in 2i ESCs (Figure 1H). In 2i ESCs, the cell-cycle distribution of only RB KO cells is changed, but to a lesser extent than in 2i TKO ESCs (Figure S2I). Note that the expression of key pluripotency genes and colony formation are not affected in TKO ESCs (Figures S2J and S2K). Taken together, the RB family proteins are involved in the control of the G1-phase in 2i ESCs.

To determine which signaling pathway regulates the phosphorylation status of RB, ESCs were cultured in medium + LIF supplemented either with PD0325901 (“PD”), CHIR99021 (“Chiron”), or both (“2i”). When taken out of 2i conditions, ESCs do proliferate for at least 1–2 weeks in Ndiff 227 media (Takara, formerly Ndiff N2B27, “StemCells”) + LIF. FUCCI reporter assays and PI FACS analysis indicate that the addition of PD, which blocks the ERK-signaling pathway, drives the elongation of G1-phase, whereas the GSK3 inhibitor Chiron has no effect (Figures 2A–2C). Western blot analysis detected hypo-phosphorylated RB only in ESCs cultured in the presence of PD (Figure 2D). Similarly, PD addition to serum ESCs gives rise to elevated, mostly hypo-phosphorylated RB protein (Figures 2E and S2F), possibly because of lowered cyclin D levels (Figure S2L). These effects are accompanied by an increased number of cells in the G1-phase in wild-type ESCs (Figures 2F and S2M), which is strongly reduced in TKO ESCs (Figure 2F). Chiron had, again, only a marginal effect on the length of G1 phase in serum ESCs, as in serum-free conditions (Figures 2B and S2M). We conclude that pluripotent 2i ESCs do possess an active G1 restriction point that, in serum ESCs, is abrogated by ERK signaling and RB hyper-phosphorylation.

**Figure 2:**
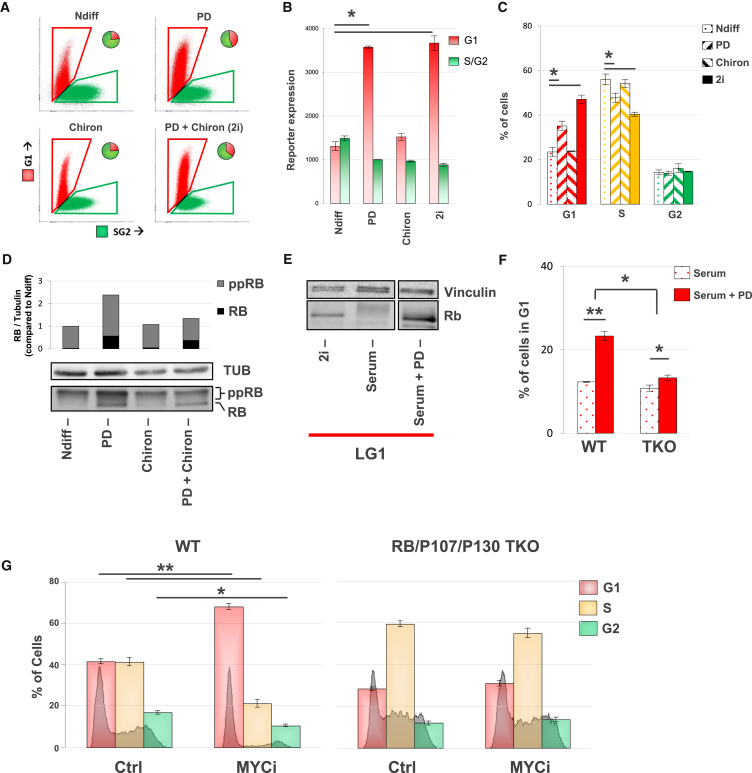
Role of ERK Signaling and RB Family Proteins in Cell-Cycle Regulation in Ground-State ESCs (A) Quantification of G1- and SG2-phases in FUCCI cells in Ndiff medium supplemented with LIF and either PD, Chiron, or both inhibitors. (B) FUCCI reporter expression shows that inhibition of the ERK signaling pathway by PD results in elongation of G1-phase. Significance was assessed by a two-tailed Student’s t test, ^∗^p < 0.05. At least two independent experiments showed these results. (C) Cell-cycle analysis using PI shows that the addition of PD results in an increase of cells in G1-phase, whereas Chiron had no significant effect (^∗^p < 0.05, Student’s t test). (D) ESCs cultured in serum-free NDiff medium + LIF supplemented with either one or both inhibitors show the presence of hypo-phosphorylated RB upon inhibition of the ERK signaling pathway by PD and not by Chiron. (E) Exposure of serum ESCs to PD results in hypo-phosphorylated and increased expression of RB. Similar results were observed in two independent experiments. (F) Quantitation of the number of cells in G1-phase of WT serum ESCs and RB/P107/P130 triple-knockout serum ESCs incubated in the presence of PD, showing that elongation of G1-phase required the RB family proteins. Bar graphs indicate mean ± SD. Comparison was performed by two-tailed Student’s t test; ^∗^p < 0.01; ^∗∗^p < 0.001; n = 3. (G) Inhibition of MYC by a small-molecule inhibitor, 10058-F4, results in a near-complete block of WT ESCs but not of RB/P107/P130 triple-knockout ESCs cultured in 2i. Error bars represent means ± SD from triplicates, representative of two independent experiments. Significance was assessed by two-tailed Student’s t test; ^∗^p < 0.001; ^∗∗^p < 0.0001. The bar charts represent the means ± SD. See also Figure S2.

It has recently been shown that inhibition of C-MYC and N-MYC in 2i ESCs results in quiescence, mimicking in vivo diapause (Scognamiglio et al., 2016). To test whether the RB family proteins are required for G1-arrest, we treated WT and RB/P107/P130 TKO ESCs with the MYC inhibitor (MYCi). Upon MYC inhibition, WT 2i ESCs stall in the G1-phase, in line with a recent report (Scognamiglio et al., 2016). In RB/P107/P130 TKO ESCs, however, the number of cells in G1-phase did not significantly increase upon MYC inhibition (Figure 2G). We conclude that the RB/P107/P130-mediated restriction point is required to stall the cells in G1 in a dormancy-like state.

## Discussion

It has been postulated that an abbreviated G1-phase is characteristic of ESCs and ensures maintenance of pluripotency. Our study shows that elongation of the G1-phase in 2i ESCs is the most prominent difference in the cell cycle when compared to serum ESCs, yet 2i ESCs are highly pluripotent and perform even better in chimera formation then serum ESCs (Alexandrova et al., 2016). Together with the observations that 2i ESCs have a lower propensity to differentiate (Marks et al., 2012, Ying et al., 2008), our findings imply that a short G1-phase is not an intrinsic property of pluripotent ESCs. Our data corroborate and significantly extend previous observations in serum ESCs (Gonzales et al., 2015, Li et al., 2012) by revealing the mechanism of the fundamentally different G1 control in 2i versus serum ESCs.

The fibroblast growth factor (FGF)/ERK signaling plays an important role during early embryonic development, and loss of FGF4 results in impaired cell proliferation of inner cell mass (ICM) cells (reviewed in Dorey and Amaya, 2010, Lanner and Rossant, 2010). Our results indicate that signaling via the ERK pathway results in a decrease in hypo-phosphorylated RB, loss of the restriction point, and an abbreviated G1-phase in serum ESCs. As the FGF/ERK pathway plays a crucial role in early fate specification during the implantation stage (Lanner and Rossant, 2010) that coincides with bursts of cell proliferation (Snow, 1977), we lend further support to the model in which 2i ESCs resemble naive pluripotent (ICM) cells by showing that FGF/ERK signaling results in the shortening of G1-phase in epiblast (serum) ESCs.

Besides the difference in G1-phase between serum and 2i ESCs, a shortening of S/G2-phase was observed as well. These observations are in concordance with marked changes in cell cycle during early embryonic development (reviewed in Bouldin and Kimelman, 2014, Duronio et al., 1996). It is tempting to speculate that this is caused by observed discrepancies in the expression of cell-cycle regulators, such as differences in cyclin E expression during S-phase and the higher expression of all Cdc25 isoforms during G2-phase (unpublished data) (Bouldin and Kimelman, 2014, Farrell et al., 2012, Sansam et al., 2015). Moreover, differences in epigenetic make-up and chromatin landscape between serum and 2i ESCs (Habibi et al., 2013, Marks and Stunnenberg, 2014) could possibly affect the length of these phases as well (Shermoen et al., 2010).

Collectively, our results provide a paradigm shift in how the cell cycle is regulated in pluripotent stem cells. Surprisingly, 2i ESCs do harbor an intact G1 control, which is lost upon adaptation to serum conditions due to increased ERK signaling and RB hyper-phosphorylation. Our data imply a revised conceptual framework for cell-cycle regulation in pluripotent ESCs and during early embryonic development.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat polyclonal anti-bActin	Abcam	Cat#ab8229; RRID: AB_306374
Rabbit polyclonal anti-CyclinB1	Santa Cruz	Cat#sc-752; RRID: AB_2072134
Polyclonal Goat anti-CyclinD1/2	R&D systems	Cat#AF4196; RRID: AB_2070559
Rabbit polyclonal anti-CyclinE	Santa Cruz	Cat#sc-481; RRID: AB_2275345
Rabbit polyclonal anti-CDK2	Santa Cruz	Cat#sc-163; RRID: AB_631215
Rabbit polyclonal anti-DK4	Santa Cruz	Cat#sc-260; RRID: AB_631219
Rabbit polyclonal anti-CDK6	Santa Cruz	Cat#sc-177; RRID: AB_631225
Mouse monoclonal anti-E2F1	Merck Millipore	Cat#05-379; RRID: AB_2096772
Rabbit polyclonal anti-P16	Santa Cruz	Cat#sc-1207; AB_632106
Mouse monoclonal anti-P21	Santa Cruz	Cat#sc-6246; RRID: AB_628073
Rabbit polyclonal anti-P27	Santa Cruz	Cat#sc-528; RRID: AB_632129
Mouse monoclonal anti-RetinoBlastoma	BD PharMingen	Cat#554136; RRID: AB_395259
Rabbit polyclonal anti-Vinculin	Santa Cruz	Cat#sc-5573; RRID: AB_2214507
Mouse anti-BrdU-FITC	Biolegend	Cat#364104; RRID: AB_2564481

**Chemicals, Peptides, and Recombinant Proteins**		

Ndiff 227	Takara	Cat#Y40002
CHIR99021	Axon	Cat#1386
PD0325901	Axon	Cat#1408
LIF	Millipore	Cat#ESG1107
cOmplete	Roche	Cat#04693132001
PhosSTOP	Roche	Cat#04906845001
Propidium Iodide	Sigma	Cat#P4170
5-Bromo-2-deoxyuridine	Sigma	Cat#B5002
Hoechst 33342	Invitrogen	Cat#H1399

**Critical Commercial Assays**		

Ribo-Zero Gold Kit	Epicenter	Cat#MRZG126
TruSeq RNA Sample Prep Kit	Illumina	Cat#RS-122-2001
Wizard Genomic DNA extraction kit	Promega	Cat#A1120
Lipofectamine-LTX	ThermoFisher Scientific	Cat#15338100
Platinum Pfx Polymerase	Invitrogen	Cat#11708013
PCR Purification Kit	QIAGEN	Cat#28106
DNA Ligation Kit, Mighty Mix	Takara	Cat#6023
NextFlex-96 DNA Barcodes	Bioo Scientific	Cat#NOVA-514106

**Deposited Data**		

RNA-seq	This paper	GEO: GSE85690
ChIP-seq	This paper	GEO: GSE85690
RNA-seq	(Boroviak et al., 2015)	E-MTAB-2958
Unprocessed data	This paper	http://dx.doi.org/10.17632/9hcdttwzyb.1

**Experimental Models: Cell Lines**		

E14	ATCC	Cat#CRL-1821; RRID:CVCL_9108
R1	ATCC	Cat#SCRC-1011; RRID:CVCL_2167
EB5	Laboratory of Hitoshi Niwa	N/A
SV8	(ten Berge et al., 2011)	N/A
SV7	(ten Berge et al., 2011)	N/A
TNGA	(Chambers et al., 2007)	N/A
XT67E1	(Penny et al., 1996)	N/A
Suv39h WT	(Lehnertz et al., 2003)	N/A
ES_Tsix-stop	(Luikenhuis et al., 2001)	N/A
iPS WT	(Li et al., 2009b)	N/A

**Oligonucleotides**		

gRNA_Cdkn1a-01_Fwd: CACCGTTGTCTCTTCGGTCCCG	This paper	N/A
gRNA_Cdkn1a-01_Rev: AAACCGGGACCGAAGAGACAAC	This paper	N/A
gRNA_Cdkn1a-02_Fwd: CACCGTCCGACCTGTTCCGCAC	This paper	N/A
gRNA_Cdkn1a-02_Rev: AAACGTGCGGAACAGGTCGGAC	This paper	N/A
gRNA_Cdkn1b_Fwd: CACCGCGGATGGACGCCAGACAAG	This paper	N/A
gRNA_Cdkn1b_Rev: AAACCTTGTCTGGCGTCCATCCGC	This paper	N/A

**Recombinant DNA**		

pSpCas9(BB)-2A-GFP (PX458)	(Ran et al., 2013)	Addgene: 48138
pcDNA3	From Atsushi Miyawaki Lab	N/A
pCAG-IRES-PURO	From Austin Smith Lab	N/A
pCAG-IRES-NEO	From Austin Smith Lab	N/A

**Software and Algorithms**		

Flowing Software		http://flowingsoftware.com/
BWA	(Li et al., 2009b)	http://bio-bwa.sourceforge.net/
Bowtie	(Langmead et al., 2009)	http://bowtie-bio.sourceforge.net/
MMSeq	(Turro et al., 2011)	https://github.com/eturro/mmseq
Picard		http://broadinstitute.github.io/picard
Macs2	(Zhang et al., 2008)	https://github.com/taoliu/MACS/tree/master/MACS2
DESeq2	(Love et al., 2014)	http://bioconductor.org/packages/release/bioc/html/DESeq2.html
Homer	(Heinz et al., 2010)	http://homer.ucsd.edu/homer/motif/
DAVID	(Huang et al., 2009)	https://david.abcc.ncifcrf.gov/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Henk Stunnenberg ().

### Experimental Model and Subject Details

#### Cell lines and culture conditions

All ESC lines, described including sex in Table S1, were cultured in either serum medium, containing 15% fetal calf serum (Hyclone), penicillin/streptomycin, sodium pyruvate, 0.1mM 2-mercaptoethanol, and 1000 U/mL LIF or Ndiff 227 medium (Takara, formerly Ndiff B2N27 – “StemCells”), supplemented with CHIR99021 at 3 mM(Axon), PD0325901 at 1mM(Axon) and 1000 U/mL LIF (Millipore) (“2i”) in a 37°C humidified incubator with 5% CO_2_. Prior to transition from serum medium to 2i medium or vice versa cells were washed twice with PBS.

### Method Details

#### Establishment of R1 FUCCI ESCs

mKO2-CDT1 (30-120) and AZ1-GEMININ (1-110) gene fragments were PCR amplified from 100 ng pcDNA3 backbone (gift from Miyawaki and colleagues (Sakaue-Sawano et al., 2008)) using modified T7 and SP6 primers with EcoR1 restriction sites at their 5′ ends. PCR amplification was performed using Platinum Pfx DNA polymerase (Invitrogen) according to manufacturer protocol. After purification using the PCR purification Kit (QIAGEN) these amplicons were digested with EcoR1 (NEB) according to manufacturer guidelines for 8 hr at 37°C. In addition, 5 μg expression vector containing the pCAG promoter and either the puromycin or the neomycin selection marker (a gift from Austin Smith and colleagues), was digested and treated with calf intestinal phosphatase (NEB). Next, the inserts and the expression plasmids were verified and purified by gel electrophoresis. The mKO2-CDT1 (30-110) fragment was ligated into pCAG-IRES-PURO and the AZ1-GEMININ (1-110) into pCAG-IRES-NEO expression plasmid overnight at 16°C using the DNA Ligation Mighty Mix Kit (Takara). The ligation products were transformed into DH5α E. Coli and plated onto agar plates containing carbenicillin (100 μg/mL). Next day colonies were picked and DNA was sent for sequencing. Clones of interest were amplified in LB containing carbenicillin (100 μg/mL) and DNA was isolated using the HP Endotoxin-free Maxi Prep kit (Sigma). For transfection, we used a two-step transfection selection strategy. First, pCAG-CDT1-PURO was transfected in mouse R1 ESCs and selected with puromycin (1 μg/ml) for approximately 2 weeks, and stable cell lines were isolated. Next, pCAG-GEMININ-NEO was transfected into the cell lines, and selected with G418 (200 μg/ml) for 2 weeks, and stable lines were isolated.

#### Western Blot

Cells were lysed in RIPA buffer with fresh cOmplete, EDTA-free protease inhibitor Cocktail (Roche) and PhosSTOP (Roche). Cell extracts were separated by SDS– PAGE and then transferred to nitrocellulose membranes in 20 mM Tris- HCl [pH 8.0], 150mM glycine, 20% (v/v)d methanol. Membranes were blocked with 5% (w/v) nonfat dry milk in Tris-buffered saline with Tween 20 (TBST; 20 mM Tris-HCl [pH 7.6], 0.1% Tween 20, 137 mM NaCl), incubated with primary antibodies, then secondary antibodies, and detected with ECL reagents (Amersham Biosciences).

#### Flow cytometry

The BD FACS Aria cell sorter was used to analyze and sort FUCCi ESCs. For cell cycle analysis cells were pulsed with 20 μM BrdU for 30 min, harvested by trypsinisation and fixed over night in 70% ethanol at 4°C. After denaturation of the DNA using 2N HCl + 0.5% Triton X-100 for 30 min at room temperature, neutralization with 0.1M Na_2_B_4_O_7_ (pH 8.5), samples were incubated with the anti-BrdU antibody over night at 4°C. Next day, the samples were stained with Propidium Iodide staining solution (10 ug/ml PI [Sigma, P4170] and 0.2mg/mL RNase A in PBS) over night at 4°C. Samples of at least 10000 cells were acquired using a FACScalibur flow cytometre (Becton Dickinson). Subsequent analysis was done with Flowing Software. For the cell cycle analysis of Nanog-GFP ESCs cells were incubated with Hoechst 33342 (Invitrogen) for one hour at 37°C and analyzed on the BD FACS Aria.

#### Colony formation assay

Serum grown ESCs were seeded at a dilution of one cell per well into 96-well plates using the BD FACS Aria, as described in (Fedr et al., 2013), containing either serum or 2i medium. The cells were cultured for two weeks and the number of colonies was assessed in a blind manner.

#### ChIP-seq

Serum and 2i ESCs were fixed using 1% PFA for 10 min at room temperature. Subsequently, fixation was quenched by adding 1.25M glycine to a final concentration of 0.125M. After sonication the material of 4-5 million cells and 5 μL E2F1 antibody were used per ChIP. ChIP enrichment was assessed by qPCR and 2ng of DNA was used for library construction. Paired-end 43bp deep sequencing was performed using Illumina’s NextSeq 500 sequencer.

#### Karyotype Analysis

For karyotype analysis chromatin of 0.5 million cells was sonicated and decrosslinked over night. Next genomic DNA was purified and used for library construction. Paired-end 43bp deep sequencing was performed using Illumina’s NextSeq 500 sequencer. Reads were mapped using BWA and unique reads per chromosome were normalized by total reads.

#### RNA-seq

Cells were sorted and total RNA was extracted using Trizol (Life Technologies) according to manufacturer’s instructions. After DNase treatment, 5 μg of extracted RNA was depleted from ribosomal RNA using Ribo-Zero Gold Kit (Epicenter Madison, Winsconsin, USA). After fragmentation of the rRNA-depleted RNA, 500ng was reverse-transcribed using Super Script III Reverse Transcriptase (Invitrogen) and random primers (Invitrogen) following the manufacturer’s instructions. Next, libraries were prepared using the TruSeq RNA Sample Prep Kit (Illumina) following the manufacturer’s instructions. Libraries were indexed using NEXTflex adapters (Bioo- Scientific Corporation, Austin, TX, USA), and the quality was assessed by qPCR and Bioanalyzer (BioRad). Single-end 43bp deep sequencing was performed on Illumina instruments using TruSeq reagents (Illumina, San Diego, CA, USA), according to manufacturer’s instructions.

#### Genome editing with CRISPR-Cas9

CRISPR-Cas9 gene editing was used to knock out *cdkn1a* (P21) and *cdkn1b* (P27). In brief, gRNAs were designed using the online tool (crispr.mit.edu) and cloned into the plasmid Cas9(BB)-2A-GFP (Addgene plasmid 48138) using the Bpi1 restriction sites as described previously (Cong et al., 2013). FUCCI serum ESCs were transfected using lipofectamine-LTX (life technologies). After 48 hr, GFP+ cells were sorted with a BD FACS Aria. Cells were split at clonal density and after approximately 7 days colonies were picked for expansion. Genomic DNA from individual clones was extracted using the Wizard Genomic DNA extraction kit. The targeted region was PCR amplified and Sanger Sequenced. gRNA oligonucleotides were as follows: Cdkn1a-01_Fwd: CACCGTTGTCTCTTCGGTCCCG, Cdkn1a-01_Rev: AAACCGGGACCGAAGAGACAAC, Cdkn1a-02_Fwd: CACCGTCCGACCTGTTCCGCAC, Cdkn1a-02_Rev: AAACGTGCGGAACAGGTCGGAC Cdkn1b_Fwd: CACCGCGGATGGACGCCAGACAAG, Cdkn1b_Rev: AAACCTTGTCTGGCGTCCATCCGC.

### Quantification and Statistical Analysis

Bar charts represent the mean ± standard deviation of the mean (SD). When comparing two conditions, statistical differences were assessed in Microsoft Excel with a paired two-tailed Student’s t test unless otherwise indicated in the legends. A p value of < 0.05 was considered significant unless stated differently and the exact degree of significance as indicated by asterisks is stated in the legends. Pie charts display the means of an experiment performed in triplicate representative for at least two independent experiments. Quantification and statistics belonging to the pie charts are included in the figure or Table S1.

### Data and Software Availability

#### Software

BWA and bowtie were used for ChIP-seq and RNA-seq, respectively, to align sequencing reads to the mouse genome (mm9) using default parameters. For RNA-seq transcript quantification was performed using the MMSeq package and after setting a threshold of at least 50 reads over the gene body in either serum or 2i the DESeq2-package was used to call differentially expressed genes (log2-fold change > 1 and a p value < 0.05) (Anders and Huber, 2012). Normalized read counts were subsequently used to calculate RPKM values. For ChIP-seq picard tools was used to remove duplicates (http://broadinstitute.github.io/picard) and the Encode blacklist was used to filter out artifact regions (Dunham et al., 2012). Next, macs2 was used to call peaks in individual files and bedtools was used to intersect the peak-files of biological replicates. The peak-files of serum and 2i were merged using bedtools and reads over the genomic regions in resulting file were counted using bedtools multicov. The DESeq2-package was used to call differential peaks (log2-fold change > 1 and a p value < 0.05). GO-term analysis was performed with DAVID (http://david.abcc.ncifcrf.gov/). Homer software was utilized to find de novo enriched motifs in the promoters of differentially expressed genes using default settings.

#### Data resources

The accession number for the RNA-seq data of serum and 2i ESCs in G1-phase as well as the E2F1 ChIP-seq data reported in this paper is Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/): GEO: GSE85690. The original unprocessed data are available through a Mendeley Database: http://dx.doi.org/10.17632/9hcdttwzyb.1.

## Author Contributions

Funding was obtained by H.G.S. and S.D. Experiments were designed by M.t.H. and H.G.S. and performed by M.t.H. and J.C. Results were analyzed and interpreted by M.t.H. and H.G.S. The manuscript was written by M.t.H. and H.G.S. and was read and edited by all authors.

# Supplementary material for: Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency
**Source:** Cell Stem Cell. 2017 Oct 5;21(4):449–455.e4. doi: 10.1016/j.stem.2017.09.004
**Supplement:** Document S1. Figures S1 and S2 and Table S1

**Cell Stem Cell, Volume 21**

**Supplemental Information**

**Distinct Cell-Cycle Control in Two Different  
States of Mouse Pluripotency**

**Menno ter Huurne, James Chappell, Stephen Dalton, and Hendrik G. Stunnenberg**

Supplemental Figures

Figure S1.

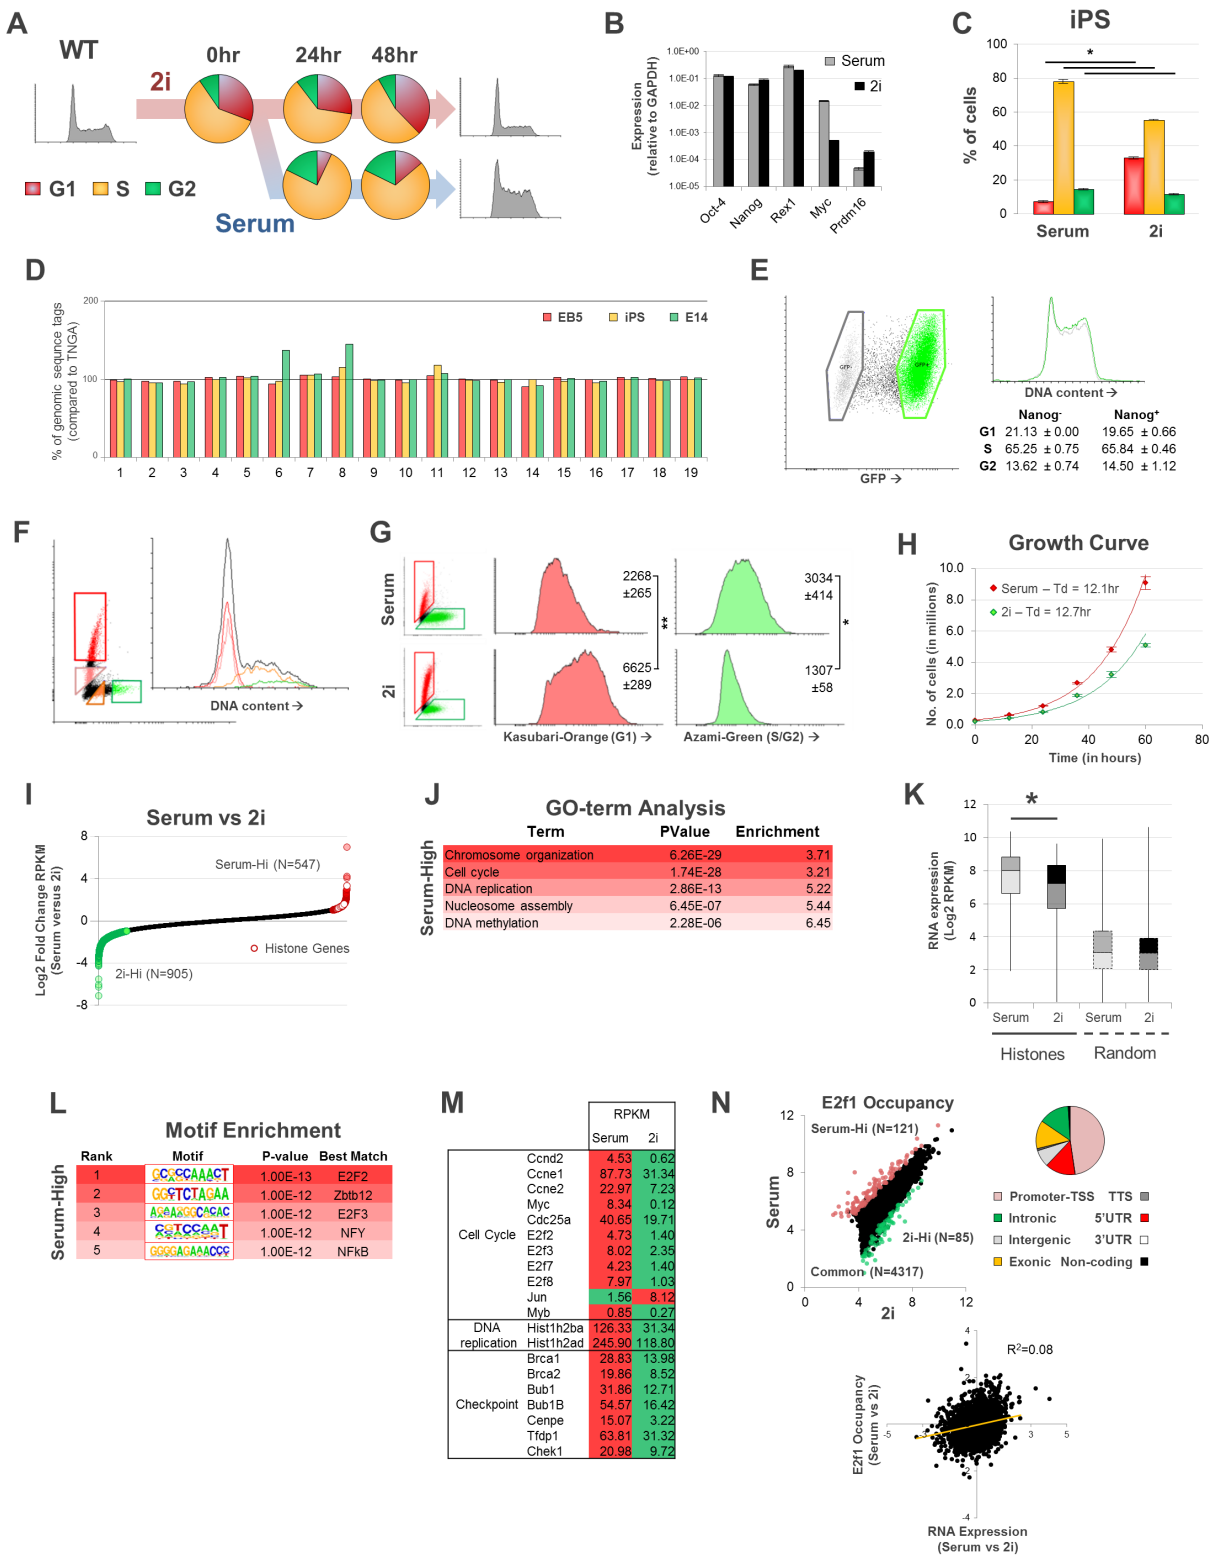

**Figure S1 related to figure 1. G1-phase is elongated in 2i ESCs and is accompanied by lowered E2F activity and reduced expression of genes involved in S-phase entry**

(A) Cell cycle analysis using BrdU/PI of WT 2i R1 ESCs upon adaptation to serum conditions.

(B) Expression analysis using RT-qPCR on pluripotency, serum-specific and 2i-specific genes upon adaptation of serum ESCs to 2i for 48 hours.

(C) Quantification of distribution of fully adapted serum and 2i iPS cells over the different phases of the cell cycle (Student's T-test, \*p-val<0.05).

(D) Karyotype analysis (sequencing of genomic DNA) of two cell lines (EB5 and E14) and one WT iPS line. EB5 and iPS line display a normal karyotype whereas E14 shows trisomy at chromosome 6 and 8. Shown is the distribution of all sequence tags from genomic DNA of indicated cell lines over chromosomes compared to the karyotypic-normal TNG-A ESC line(Marks et al., 2012).

(E) Cell cycle analysis on Nanog<sup>-</sup> and Nanog<sup>+</sup> serum ESCs using Hoechst. Overlay histogram showing DNA content from both populations as indicated by gates in the dot plot (grey line Nanog<sup>-</sup> and green line Nanog<sup>+</sup>). Numbers represent means  $\pm$  standard deviations from triplicates. The experiment has been performed twice showing similar results.

(F) Determination of DNA content of 2i Fucci ESCs using vibrant violet staining. Colored lines indicate DNA content of the cell populations sorted as indicated in dot plot.

(G) Dot plot and histogram of Fucci reporter expression in serum and 2i ESCs. Indicated are the mean fluorescence intensities and standard deviations of triplicates. At least two independent experiments were performed showing similar results. Student's T-test, \*\*p-val<0.001, \*p-val<0.05.

(H) Growth curves and doubling times of fully adapted E14 serum and 2i ESCs. For both conditions  $1.5 \cdot 10^5$  cells were seeded in triplicates and aliquots were counted at indicated times and presented as means  $\pm$  SD. Two independent experiments showed similar results.

(I) Ratio of gene transcription in serum ESCs versus 2i ESCs in late G1-phase using two biological replicates.

(J) GO analysis on differentially expressed genes in serum ESCs versus 2i ESCs in late G1-phase.

(K) Boxplots of RNA expression (log2 RPKM) of histone and random chosen genes in late G1-phase showing lower expression of histone genes in 2i ESCs compared to serum. Statistical analysis was performed using the paired two tailed Student's T-test, \*p-val <0.001.

(L) Motif enrichment analysis using Homer on promoter regions of genes higher expressed in serum ESCs.

(M) Expression values (RPKM) of known E2F target genes clustered based on function.

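The squared Pearson correlation between serum and 2i ESCs, computed across the 4523 E2F1 peaks on the condition means of log2(normalized count + 1), was 0.725. Between single samples it ranged from 0.605 to 0.689 over the 4 pairs of a serum and a 2i sample, and was 0.782 between the serum replicates and 0.768 between the 2i replicates. Peaks are not independent replicates, so no p is given. The value moved most when the counts were divided by peak length, to 0.545. Between replicates of 1 condition, 451 peaks (9.97%) differed by more than 2-fold in serum and 301 (6.65%) in 2i, against 13.2% to 19.3% for the pairs of a serum and a 2i sample. The SD of the log2 difference per peak was 0.62 between the serum replicates and 0.56 between the 2i replicates, where counting noise alone gives 0.38 and 0.27. It was 0.71 to 0.83 for the pairs of a serum and a 2i sample.
The 3 peaks with the highest mean signal differed in how far their replicates lay apart. The peak at the Grb10 promoter (chromosome 11, 11926141 to 11926712) had normalized counts of 1101 and 3624 in the serum replicates and of 858 and 4706 in the 2i replicates, so its log2 fold change of -0.01 ran from -1.24 to 1.22 with each replicate left out in turn. An intergenic peak on chromosome 14 (115439810 to 115441523), 1435 bp from the start of Mir17hg, had 2594 ± 698 in serum and 988 ± 118 in 2i (SD, n = 2 each). Its log2 fold change of 1.37 passed the thresholds of the differential call but fell below them under cyclic loess normalization, at 0.67. The peak at the Dnajb14 promoter had 1349 ± 497 in serum and 927 ± 88.8 in 2i (SD, n = 2 each), a difference within the replicate spread, and its log2 fold change of 0.49 became -0.10 under cyclic loess normalization.

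**Figure D2:**
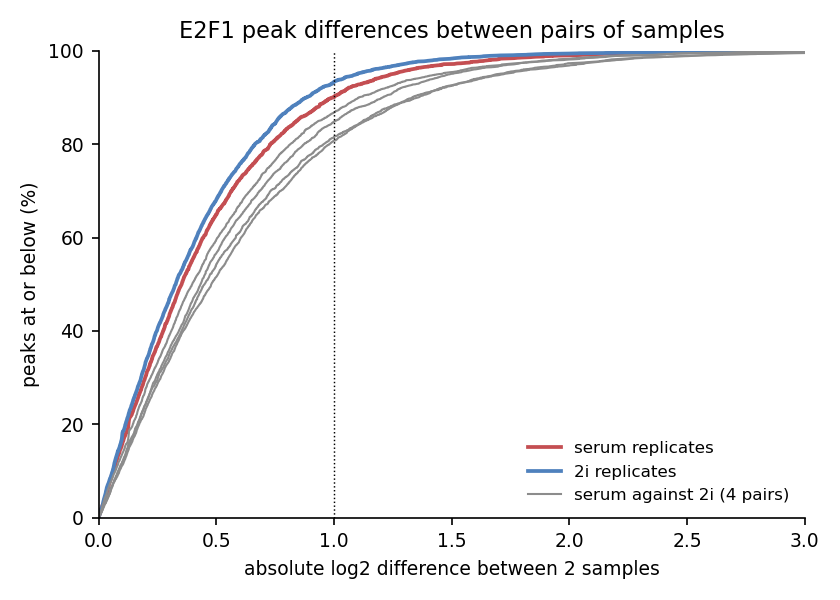
Share of the E2F1 peaks (%) whose absolute log2 difference between 2 samples is at or below the value on the horizontal axis, for each of the 6 pairs of samples, with a dotted line at a 2-fold difference. The lines of the replicates lie above the 4 gray lines of serum against 2i, and 9.97% of peaks differed by more than 2-fold between the serum replicates.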

(N) ChIP-seq analysis of E2F1 occupancy is highly correlated between serum and 2i ( $R^2 = 0.79$ ). 

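The centre of each E2F1 peak was placed on the GENCODE M1 annotation of mm9 in the order promoter-TSS (1000 bp upstream to 100 bp downstream of a transcription start), 5'UTR, exon, 3'UTR, intron and intergenic. Of the 4509 peaks on assembled chromosomes, with a median length over all peaks of 480 bp (range 187 to 1946), 2958 (65.6%, 95% Clopper-Pearson interval 64.2% to 67.0%) lay at a promoter-TSS and 434 (9.63%) in a 5'UTR. Together these made up 75.2% (73.9% to 76.5%). Introns held 463 peaks (10.3%), exons 408 (9.05%), intergenic regions 240 (5.32%) and 3'UTRs 6 (0.133%). The combined share depended most on how a peak was assigned, and was 89.2% when any overlap of the peak with a class was counted. Intergenic peaks were weaker than promoter-TSS peaks, with a median mean normalized count of 37.5 against 64.9, and 19.6% of them were differential against 9.20% at a promoter-TSS. Of the placed differential peaks, 126 of the 216 higher in serum (58.3%) and 193 of the 248 higher in 2i (77.8%) lay at a promoter-TSS or in a 5'UTR, against 76.0% of the peaks not called (two-sided Fisher's exact test between the directions, p = 8.90e-06, with peaks as the units).

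**Figure D3:**
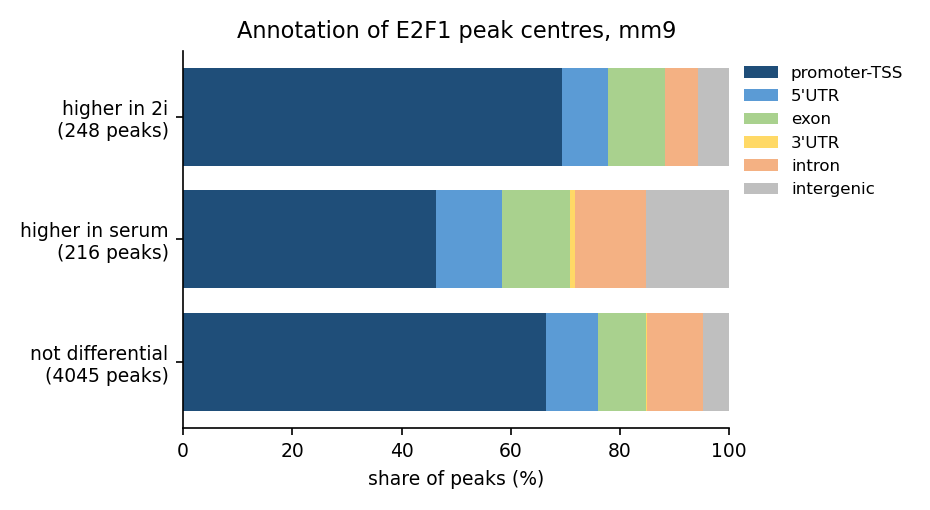
Share (%) of peaks whose centre lies in each annotation class, for the peaks not called differential and for those higher in serum or in 2i, with the number of peaks in each group. Intergenic sites held 15.3% of the peaks higher in serum and 5.65% of those higher in 2i.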

The location of the E2F1 binding sites is presented as a PIE diagram: The majority of peaks is located in either the promoter-TSS or the 5'UTR and ~5% shows differential E2F1 occupancy between serum and 2i (Log2-fold change > 1, p-val <0.05). Lower panel: correlation analysis revealing absence of a correlation ( $R^2 = 0.08$ ) between differential E2F1 occupancy in ChIP-seq and RNA expression (RNA-seq) suggests that E2F binding does not drive the differential gene expression.

All values represent the mean  $\pm$  SD.

**Figure S2.**

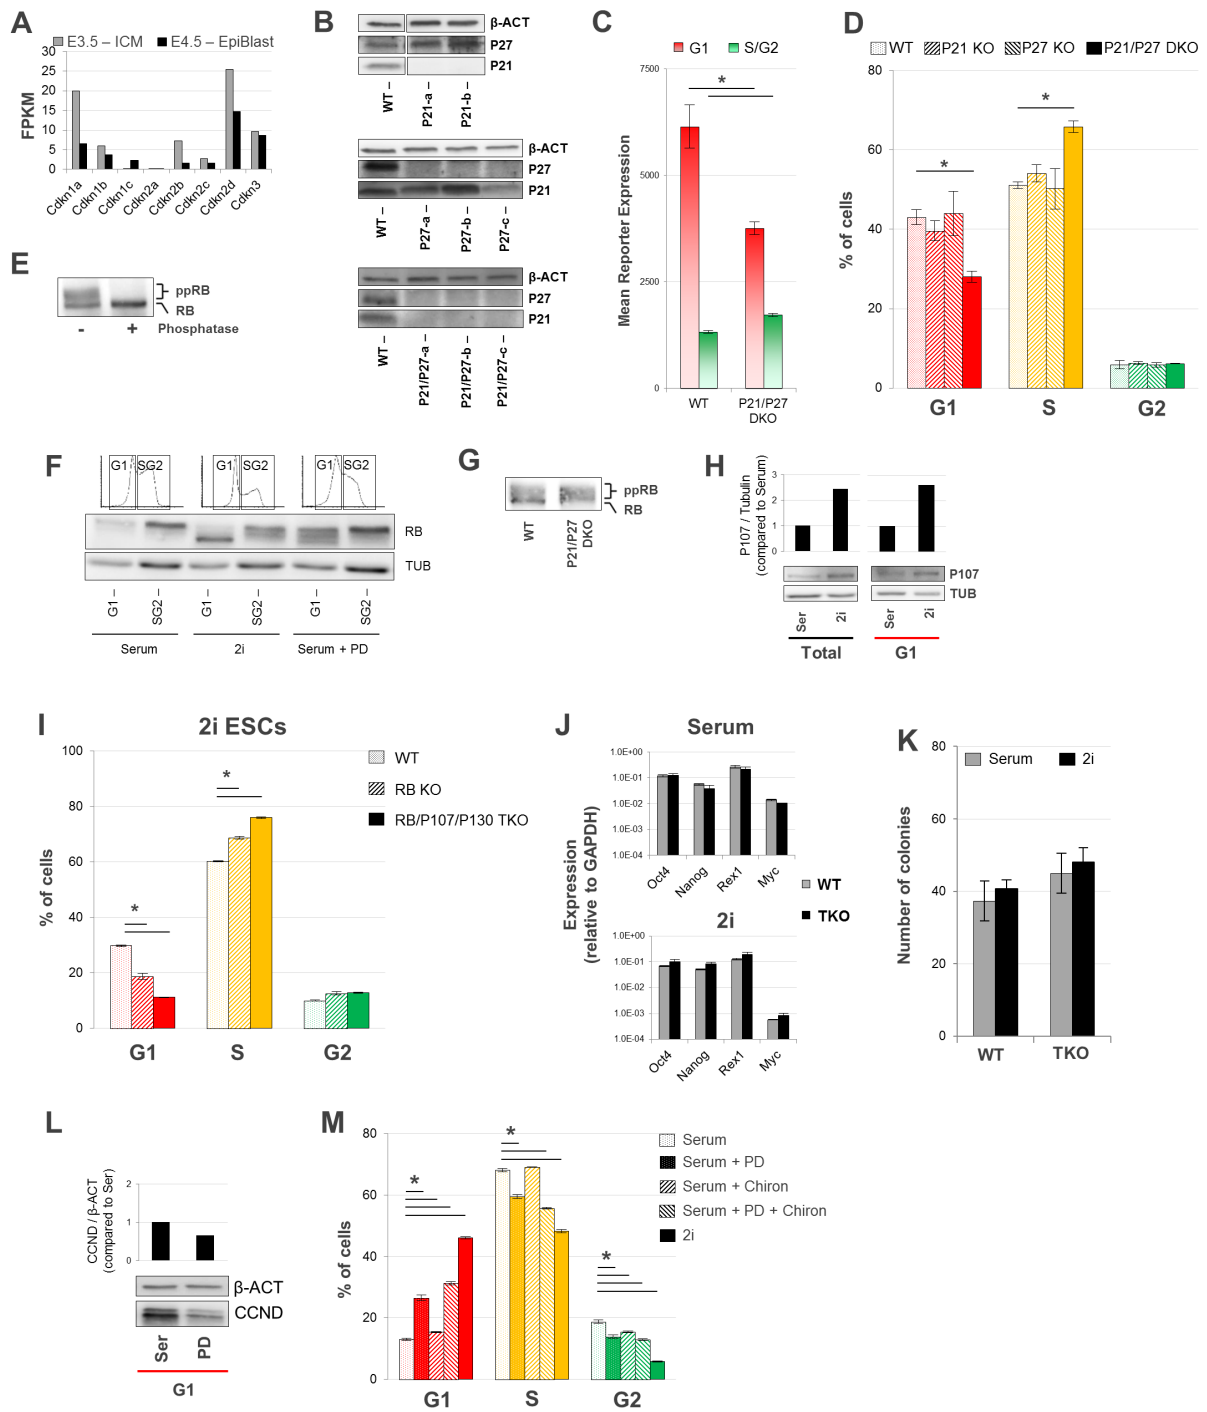

**Figure S2 related to figure 1. The elevated expression of the CDK-inhibitors P21 and P27, hypo-phosphorylation of RB and increased number of cells in G1-phase in 2i as compared to serum ESCs.**

(A) RNA levels of CDK-inhibitors during early embryonic development in fragments per kilobase of exon per million fragments mapped (FPKM), adapted from (Boroviak et al., 2015) (<https://doi.org/10.1016/j.devcel.2015.10.011>).

(B) Western blot analysis of P21, P27 in WT, single and combined KO ESCs fully adapted to 2i.

(C) Expression of the FUCCI reporters in WT and P21/P27 DKO 2i ESCs indicates that combined knock out of P21 and P27 results in shortening of G1-phase (Student's T-test,  $*p\text{-val} < 0.1 \cdot 10^{-3}$ ).

(D) Quantitation of Flow cytometry analysis using BrdU/PI showing a significant decrease in G1-phase (Student's T-test,  $*p\text{-val} < 0.05$ ) of P21/P27 DKO as compared to WT 2i ESCs. No significant changes were observed in P21 KO or P27 KO 2i ESCs compared to WT 2i ESCs. Experiment performed in triplicate, using two independent P21 KO clones, three independent P27 KO clones and three independent P21/P27 DKO clones.

(E) Phosphatase treatment confirmed that the lower band present in 2i ESCs is hypo-phosphorylated RB.

(F) The Suv39h WT ESC line (Lehnertz et al., 2003) shows an elevated level of hypo-phosphorylated RB in G1-phase both in 2i as well as in serum plus PD0325901 (hereafter PD) conditions.

(G) Western blot analysis phosphorylation of RB in P21/P27 DKO 2i ESCs compared to WT 2i ESCs. Two independent clones were assessed showing similar results.

(H) Western blot analysis showing higher levels of P107 in 2i versus serum ESCs both in total cell lysates and lysates from G1-sorted cells.

(I) Cell cycle analysis using BrdU/PI on RB KO and RB/P107/P130 TKO ESCs grown in 2i. A two-tailed Student's T-test was used to assess significance of the differences ( $*p\text{-val} < 0.05$ ).

(J) Expression levels of pluripotency genes in RB/P107/P130 TKO ESCs cultured in 2i and serum conditions.

(K) Colony formation assay as described by (Fedr et al., 2013) performed in triplicate.

(L) Western blot analysis and its quantitation of cyclin D protein in cell lysate from G1-phase sorted cells cultured in serum plus minus the PD inhibitor.

(M) Quantitation of the distribution of serum cells upon adaptation to serum, serum plus PD, serum plus CHIR90221 (hereafter Chiron), serum plus PD and Chiron or 2i medium as assessed by BrdU/PI staining. Significance was tested using a two-tailed Student's T-test,  $*p\text{-val} < 0.05$ .

Bar charts and error bars represent the mean  $\pm$  SD.

## Supplemental Tables

| Table S1 |                                                           |       |       |       |                      |       |
|----------|-----------------------------------------------------------|-------|-------|-------|----------------------|-------|
| Sex      | Cell line (strain)<br>(number of independent experiments) | Phase | Serum |       | 2i                   |       |
|          |                                                           |       | Mean  | StDev | Mean                 | StDev |
| Male     | E14 (129)<br>(n>2)                                        | G1    | 12.31 | 0.11  | 29.80 <sup>***</sup> | 0.28  |
|          |                                                           | S     | 69.06 | 1.04  | 60.20 <sup>**</sup>  | 0.22  |
|          |                                                           | G2    | 18.63 | 0.95  | 9.99 <sup>**</sup>   | 0.24  |
|          | R1 (129)<br>(n>2)                                         | G1    | 20.61 | 1.06  | 42.08 <sup>**</sup>  | 0.21  |
|          |                                                           | S     | 69.60 | 0.84  | 51.90 <sup>***</sup> | 0.01  |
|          |                                                           | G2    | 9.78  | 0.27  | 6.02 <sup>**</sup>   | 0.21  |
|          | EB5 (129)<br>(n>2)                                        | G1    | 12.68 | 0.25  | 29.48 <sup>***</sup> | 1.29  |
|          |                                                           | S     | 65.23 | 1.14  | 58.17 <sup>***</sup> | 0.81  |
|          |                                                           | G2    | 22.08 | 1.30  | 12.34 <sup>**</sup>  | 0.50  |
|          | SV7 (129)<br>(n=2)                                        | G1    | 8.31  | 0.28  | 13.06 <sup>*</sup>   | 0.44  |
|          |                                                           | S     | 76.00 | 0.29  | 73.26 <sup>*</sup>   | 0.84  |
|          |                                                           | G2    | 15.70 | 0.13  | 13.68 <sup>*</sup>   | 0.39  |
|          | Suv39h WT (129)<br>(n=1)                                  | G1    | 12.54 | 0.39  | 36.82 <sup>***</sup> | 0.96  |
|          |                                                           | S     | 72.44 | 0.41  | 56.51 <sup>**</sup>  | 1.11  |
|          |                                                           | G2    | 15.02 | 0.54  | 6.67 <sup>**</sup>   | 0.17  |
|          | iPS (C57BL/6)<br>(n=1)                                    | G1    | 7.32  | 0.63  | 33.03 <sup>***</sup> | 0.73  |
|          |                                                           | S     | 78.10 | 1.06  | 55.30 <sup>**</sup>  | 0.33  |
|          |                                                           | G2    | 14.58 | 0.63  | 11.68 <sup>*</sup>   | 0.41  |
| Female   | SV8 (129)<br>(n=2)                                        | G1    | 10.33 | 0.79  | 17.45 <sup>**</sup>  | 0.29  |
|          |                                                           | S     | 74.63 | 2.06  | 70.72                | 0.38  |
|          |                                                           | G2    | 15.04 | 1.27  | 11.83 <sup>*</sup>   | 0.42  |
|          | TNGA (129 x C57BL/6J)<br>(n=1)                            | G1    | 6.08  | 0.30  | 14.72 <sup>**</sup>  | 0.88  |
|          |                                                           | S     | 74.91 | 0.92  | 74.84                | 0.58  |
|          |                                                           | G2    | 19.00 | 0.70  | 10.45 <sup>**</sup>  | 0.34  |
|          | XT (C3H x 129)<br>(n=2)                                   | G1    | 13.86 | 0.43  | 22.48 <sup>**</sup>  | 0.19  |
|          |                                                           | S     | 70.29 | 0.24  | 72.26 <sup>*</sup>   | 0.17  |
|          |                                                           | G2    | 15.86 | 0.27  | 5.26 <sup>***</sup>  | 0.24  |
|          | ES_Tsix-stop (129 x Cast)<br>(n=2)                        | G1    | 12.41 | 0.34  | 27.44 <sup>**</sup>  | 0.86  |
|          |                                                           | S     | 70.89 | 0.93  | 66.41 <sup>*</sup>   | 0.82  |
|          |                                                           | G2    | 16.70 | 0.91  | 6.15 <sup>**</sup>   | 0.41  |

**Table S1 related to figure 1. Difference between distribution of cells over the cell cycle phases in 2i as compared to serum conditions.**

Overview of serum ESC lines adapted to either serum or 2i conditions for two days. Experiments were performed in triplicate and the statistical differences between 2i and serum were calculated using the paired Student's T-test. Numbers indicate the means and standard deviations of triplicates. Indicated is the number of independent experiments showing similar results per cell line. \*\*\*p-val<0.0005, \*\*p-val<0.005, \*p-val<0.05.

# Supplementary material for: Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency
**Source:** Cell Stem Cell. 2017 Oct 5;21(4):449–455.e4. doi: 10.1016/j.stem.2017.09.004
**Supplement:** Document S2. Article plus Supplemental Information

# Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency

## Graphical Abstract

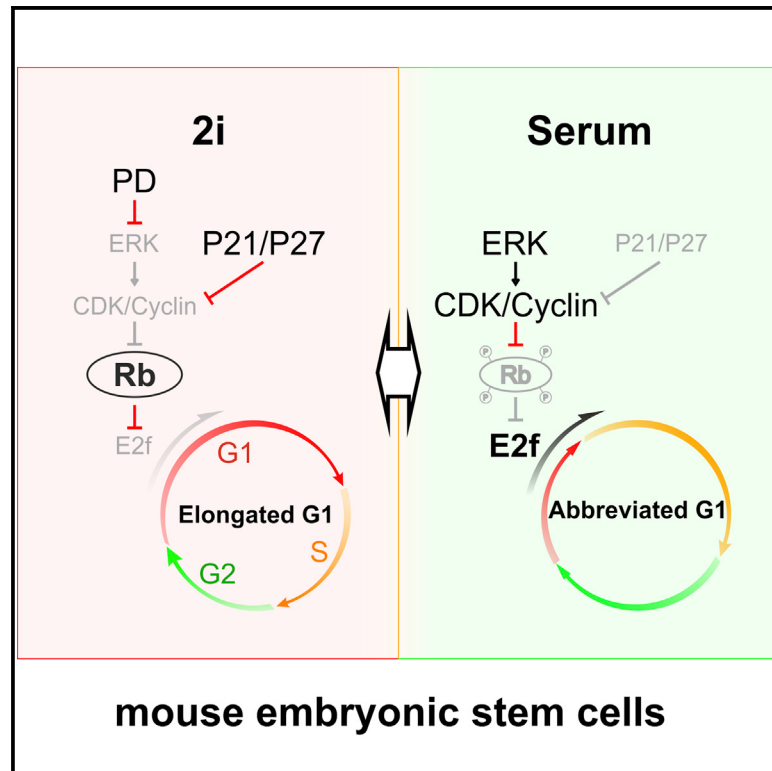

## Authors

Menno ter Huurne, James Chappell,  
Stephen Dalton,  
Hendrik G. Stunnenberg

## In Brief

It is widely thought that embryonic stem cells have an unusual and very rapid cell cycle, lacking normal G1 regulation. Stunnenberg and colleagues show that, in mouse ESCs, G1 regulation is, in fact, intact but abrogated in serum by ERK signaling and RB phosphorylation.

## Highlights

- 2i ESCs have a longer G1-phase and a shorter G2-phase than serum-grown cells
- RB family proteins control the restriction point and elongate the G1-phase in 2i ESCs
- ERK pathway signaling abrogates the restriction point in serum-grown ESCs
- Diapause-like quiescence of ESCs also depends on RB-mediated G1 regulation

## Data resources

GSE85690

# Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency

Menno ter Huurne,<sup>1</sup> James Chappell,<sup>2</sup> Stephen Dalton,<sup>2</sup> and Hendrik G. Stunnenberg<sup>1,3,\*</sup>

<http://dx.doi.org/10.1016/j.stem.2017.09.004>

## SUMMARY

Mouse embryonic stem cells (ESCs) cultured in serum are characterized by hyper-phosphorylated RB protein, lack of G1 control, and rapid progression through the cell cycle. Here, we show that ESCs grown in the presence of two small-molecule inhibitors (2i ESCs) have a longer G1-phase with hypo-phosphorylated RB, implying that they have a functional G1 checkpoint. Deletion of RB, P107, and P130 in 2i ESCs results in a G1-phase similar to that of serum ESCs. Inhibition of the ERK signaling pathway in serum ESCs results in the appearance of hypo-phosphorylated RB and the reinstatement of a G1 checkpoint. In addition, induction of a dormant state by the inhibition of MYC, resembling diapause, requires the presence of the RB family proteins. Collectively, our data show that RB-dependent G1 restriction point signaling is active in mouse ESCs grown in 2i but abrogated in serum by ERK-dependent phosphorylation.

## INTRODUCTION

One characteristic of embryonic stem cells (ESCs) is that they proliferate at an unusually rapid pace, with a doubling time of ~12–14 hr. The highly proliferative nature of pluripotent ESCs is attributed to the lack of G1-phase control, a feature that has been intimately linked to pluripotency (Singh and Dalton, 2009). Constitutively active kinases and the absence of CDK-inhibitor proteins ensure rapid progression into S-phase, resulting in an extremely short G1-phase. This model is, however, based on studies performed in ESCs grown in serum (herein after termed serum ESCs). Recent studies have indicated that ESCs cultured in defined medium in the presence of two small-molecule inhibitors, PD0325901 and CHIR99021, (herein after termed 2i ESCs) more closely reflect pluripotent ESCs from the inner cell mass (often referred to as ground-state), whereas ESCs cultured in serum are more similar to pluripotent cells from post-implantation embryonic stages (Marks et al., 2012; Nichols and Smith, 2009; Weinberger et al., 2016). Our analysis of the cell cycle in 2i ESCs indicates that G1 con-

trol in ground-state pluripotent ESCs is distinct from that in serum ESCs.

## RESULTS

To assess the global effect of the 2i culture conditions on the mouse ESC cell cycle, we used bromodeoxyuridine (BrdU) incorporation and propidium iodide (PI) staining in combination with flow cytometry to determine the distribution of cells over the different phases of the cell cycle. In line with literature, the majority of serum ESCs reside in the S-phase, whereas the rest are roughly equally distributed between the G1 phase and G2 phase (Figure 1A). Conversely, the number of cells in the G1-phase is strongly increased, which is largely effectuated already within 24 hr of adaptation from serum to 2i conditions, or vice versa (Figures 1B and S1A). The adaptation of serum ESCs to 2i conditions does not affect the expression of key pluripotency factors (Marks et al., 2012), indicating that these changes in cell cycle are not the result of differentiation (Figure S1B). Similar results were obtained in multiple karyotyped wild-type (WT) ESC lines, both male and female with several different genetic backgrounds, and in induced pluripotent stem cells (iPSCs) (Li et al., 2009a) (Figures S1C and S1D; Table S1).

Serum-grown ESCs have been reported to contain Nanog-high and Nanog-low subpopulations, with the former exhibiting a higher degree of pluripotency (Chambers et al., 2007; Kalmar et al., 2009). Both populations display a serum-type cell-cycle distribution (Figure S1E), indicating that the elongated G1-phase is characteristic of ground-state 2i ESCs.

To gain further insight, we generated mouse ESCs expressing the FUCCI reporters (Sakaue-Sawano et al., 2008). The FUCCI system enables fluorescence-activated cell sorting (FACS) of cells from different phases of the cell cycle and, importantly, determination of the length of the different phases, because the reporter activity increases proportionally to the time spent in a specific phase (Figure S1F). The analysis confirms that 2i ESCs have a markedly longer G1-phase and shorter S-/G2-phases, relative to serum ESCs (Figures 1C and S1G). As serum and 2i ESCs proliferate at a roughly similar pace (Figure S1H) (Tamm et al., 2013), these changes appear to have a compensatory effect on the length of the cell cycle.

The abbreviated G1-phase in serum ESCs is accompanied by the accelerated expression of histones during G1-/S-phase transition (Medina et al., 2012). To assess whether serum and

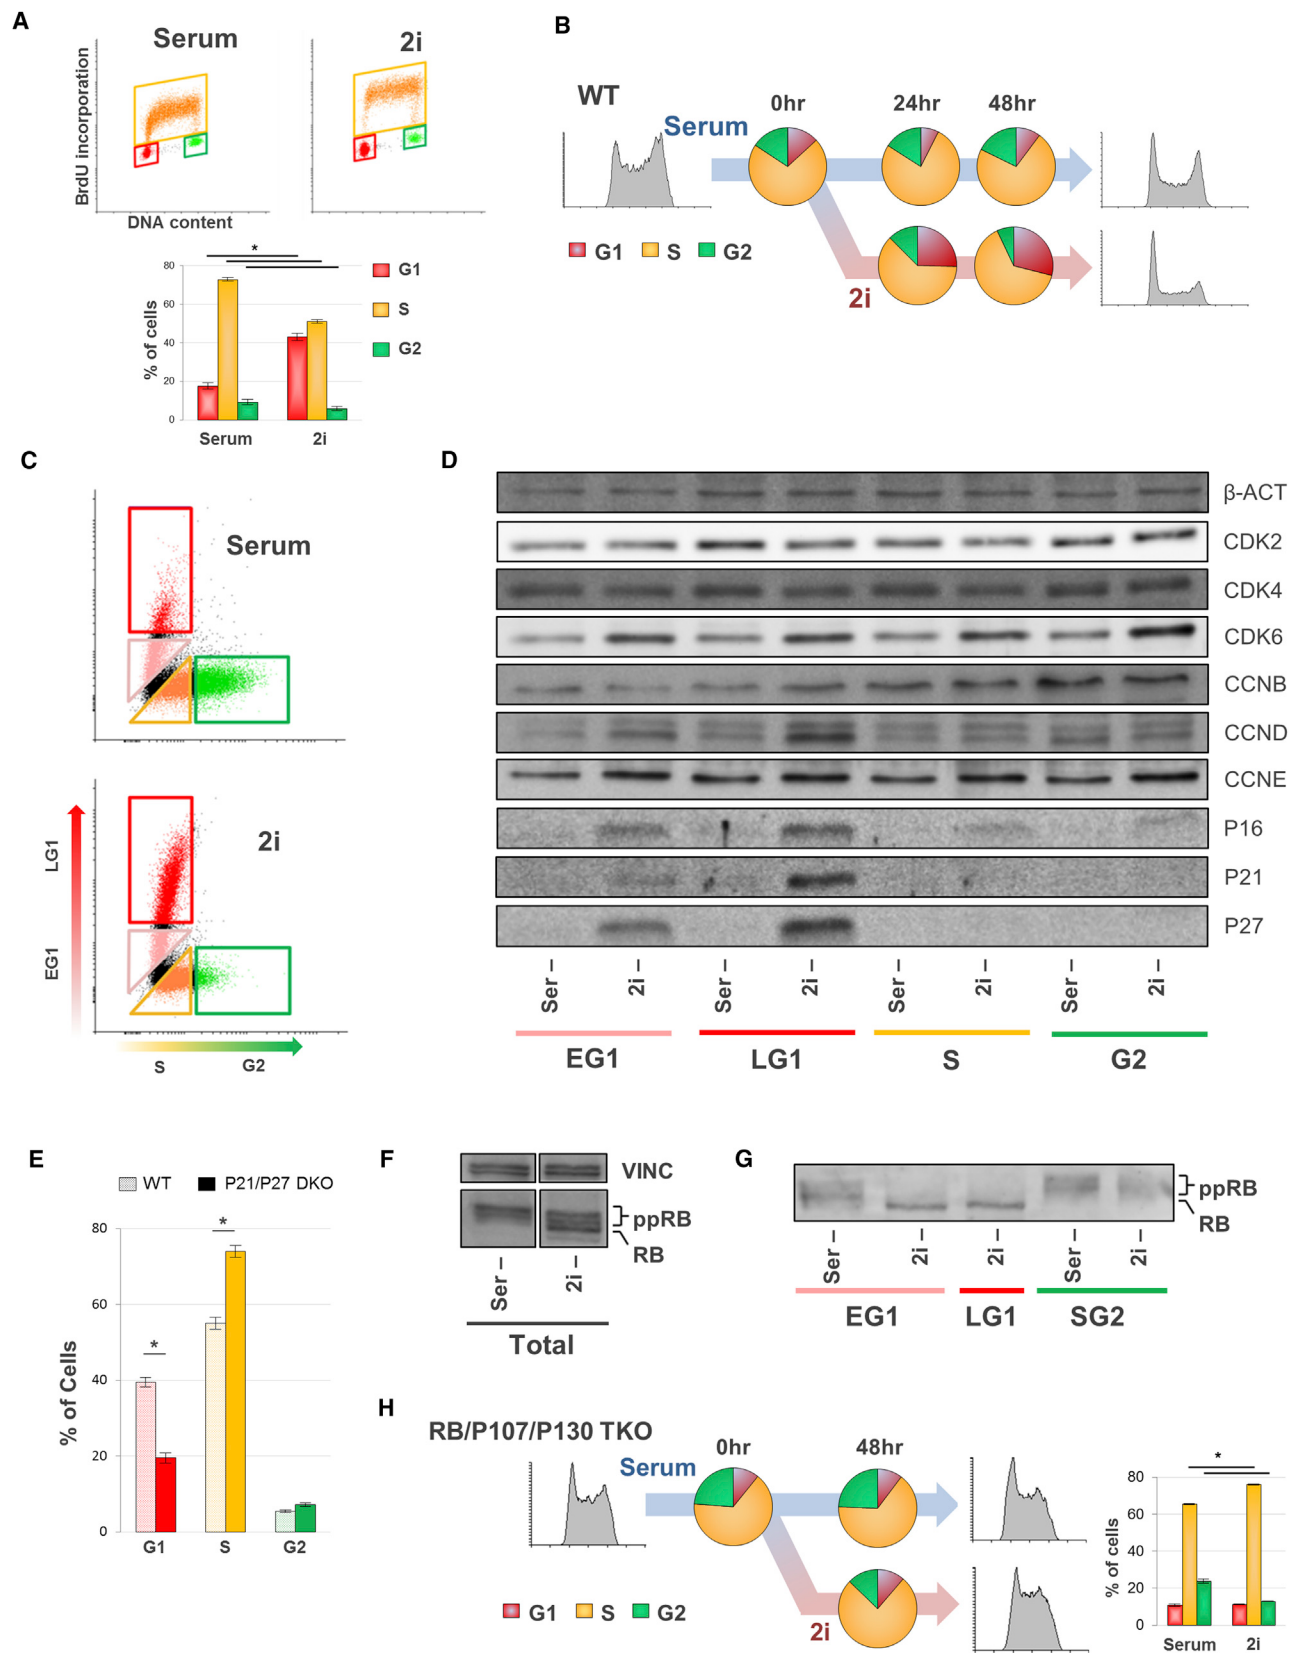

(legend on next page)

2i ESCs differ in this respect, we performed RNA sequencing (RNA-seq) on 2i and serum ESCs in G1-phase. Gene ontology (GO)-term analysis on differentially expressed genes (Figure S1I; fold change > 2,  $p < 0.05$ ) revealed higher expression of genes associated with S-phase entry and chromatin assembly in serum ESCs (Figure S1J). Replication-dependent histone genes are more highly expressed in serum ESCs, when compared to 2i ESCs, both in late G1-phase and in early G1-phase (Figure S1K; data not shown). The accelerated progression through G1-phase, upregulation of histone gene expression, enrichment of the E2F binding motif at highly expressed genes (Figure S1L), and increased expression of the E2F family members and known E2F target genes (Figure S1M) suggest elevated activity of the RB-E2F pathway in serum ESCs. E2F1 chromatin immunoprecipitation sequencing (ChIP-seq) revealed that ~5% of the binding sites displayed differential binding (2-fold change,  $p < 0.05$ ) between serum and 2i (Figure S1N). However, E2F1 occupancy did not correlate with differential RNA expression ( $R^2 = 0.08$ ). Thus, differential E2F binding is very unlikely to drive differential gene expression in serum and 2i.

To assess whether cyclin/CDK activity upstream of the RB-E2F pathway explains the distinct cell-cycle patterns, we determined the expression of key regulators of cell-cycle progression through G1-phase. Quantitation of their protein levels throughout the cell cycle revealed that CDK2 and CDK4 are slightly lower, whereas CDK6, CCND, and CCNE are slightly higher expressed in 2i ESCs (Figure 1D). The most notable difference, however, is the higher protein levels of the CDK inhibitors: P16, P21, and P27 are nearly exclusively expressed only in 2i ESCs and primarily during the late G1-phase (Figure 1D). Importantly, differential expression of CDK-inhibitors in 2i and serum ESCs parallels their higher RNA levels in inner cell mass as compared to the epiblast (Boroviak et al., 2015) (Figure S2A).

Deletion of P21 or P27 alone did not significantly alter the cell cycle; however, the combined deletion of P21 and P27 resulted in a decrease in the number of cells in G1-phase as well as lowered expression of the FUCCI reporters. The deletion of P16, alone or in combination with P21, did not significantly affect the number of cells in G1-phase (data not shown). These results

indicate that the CDK-inhibitor proteins have partially overlapping functions and that the length of G1-phase in 2i ESCs is controlled by the sum of P21/P27 inhibitory action (Figures 1E and S2B–S2D).

To assess the net effect of differential CDK activity between serum and 2i ESCs, we determined the expression and phosphorylation status of their downstream targets, the RB family proteins RB, P107, and P130. In the hypo-phosphorylated form, these proteins bind to and inhibit the activity of DNA-bound E2F transcription factors, thereby slowing down cell-cycle progression during G1-phase. Upon successive phosphorylation of RB, its interaction with E2F transcription factors is lost, leading to the activation of genes involved in progression into S-phase (Dick and Rubin, 2013; Hirschi et al., 2010). Western blot analysis shows that hyper-phosphorylated forms of RB are detected in serum ESCs, whereas RB appears hyper- as well as hypo-phosphorylated in 2i Fucci ESCs, which was confirmed by phosphatase treatment (Figures 1F and S2E). Strikingly, in both the early and late G1 phases of 2i Fucci ESCs, only hypo-phosphorylated RB is detected (Figure 1G). These results were confirmed in G1-phase sorted Suv39h WT ESCs (Lehnertz et al., 2003) and in E14 ESCs (Figure S2F; data not shown). Phosphorylated RB is, however, present in S-/G2-phase in both 2i and serum ESCs (Figures 1G and S2F). In P21/P27 double knock out (DKO) ESCs cultured in 2i, the hypo-phosphorylated form of RB is hardly detected. This indicates that the expression of CDK inhibitors in 2i prevents phosphorylation of RB (Figure S2G). Besides hypo-phosphorylated RB, P107 protein levels are higher in 2i ESCs, which could aid in reinstating the G1 checkpoint (Figure S2H). Together, these results suggest that E2F activity is higher in serum and that E2F activity is inhibited by hypo-phosphorylated RB family proteins in 2i.

We used RB knockout (KO) and RB/P107/P130 triple-knockout (TKO) ESCs (Dannenberg et al., 2000) to corroborate and extend our hypothesis that the elongated G1-phase in 2i ESCs is mediated by the RB family proteins. In TKO ESCs, the number of cells in G1-phase remains the same when shifting from serum to 2i conditions, indicating that the RB family proteins are essential for elongation of G1-phase in 2i ESCs

### Figure 1. G1-Phase Is Elongated upon Adaptation of ESCs to 2i Conditions

For a Figure360 author presentation of Figure 1, see the figure legend at <http://dx.doi.org/10.1016/j.stem.2017.09.004>.

(A) DNA staining using PI in combination with BrdU incorporation shows a higher number of 2i R1 ESCs residing in G1 phase when compared to serum R1 ESCs. Significance was tested using the two-tailed Student's t test; \* $p < 0.05$ .

(B) Cell-cycle analysis using BrdU/PI shows that the rapid increase in the number of cells residing in G1-phase upon transition from serum to 2i occurs within 48 hr. Similar results were observed in several different male and female ESC lines.

(C) FUCCI reporter expression shows that 2i ESCs reside longer in G1 phase, whereas the combined S-/G2-phase is shortened in 2i ESCs compared to serum ESCs. Indicated are the gates as used for sorting.

(D) Western blot analysis of cell-cycle proteins involved in progression into S-phase in serum and 2i ESCs showing specific upregulation of the CDK inhibitors in 2i ESCs during both early and late G1-phase (EG1 and LG1, respectively). Three independent experiments showed similar results.

(E) Distribution of cells over different phases of the cell cycle as determined by BrdU/PI staining performed in triplicate, using three independent P21/P27 DKO clones. A two-tailed Student's t test was used to determine significance; \* $p < 0.05$ .

(F) Western blot analysis of total cell populations showing only phosphorylated RB in serum ESCs. Western blot is representative of three independent experiments.

(G) As in (C), using sorted early- and late-G1-phase as well as S-/G2-phase of ESCs, showing hypo-phosphorylated RB in G1-phase and phosphorylated RB (phospho-RB) in S-/G2-phase in 2i ESCs. At least two independent experiments showed similar results.

(H) Cell-cycle analysis on RB/P107/P130 TKO ESCs using BrdU in combination with PI, showing an unaltered number of cells in G1-phase upon adaptation from serum to 2i. A decrease in the number of cells in G2-phase was observed. Results are representative of at least two independent experiments (\* $p < 0.05$ , two-tailed Student's t test).

All values and error bars represent the mean  $\pm$  SD. See also Figures S1 and S2 and Table S1.

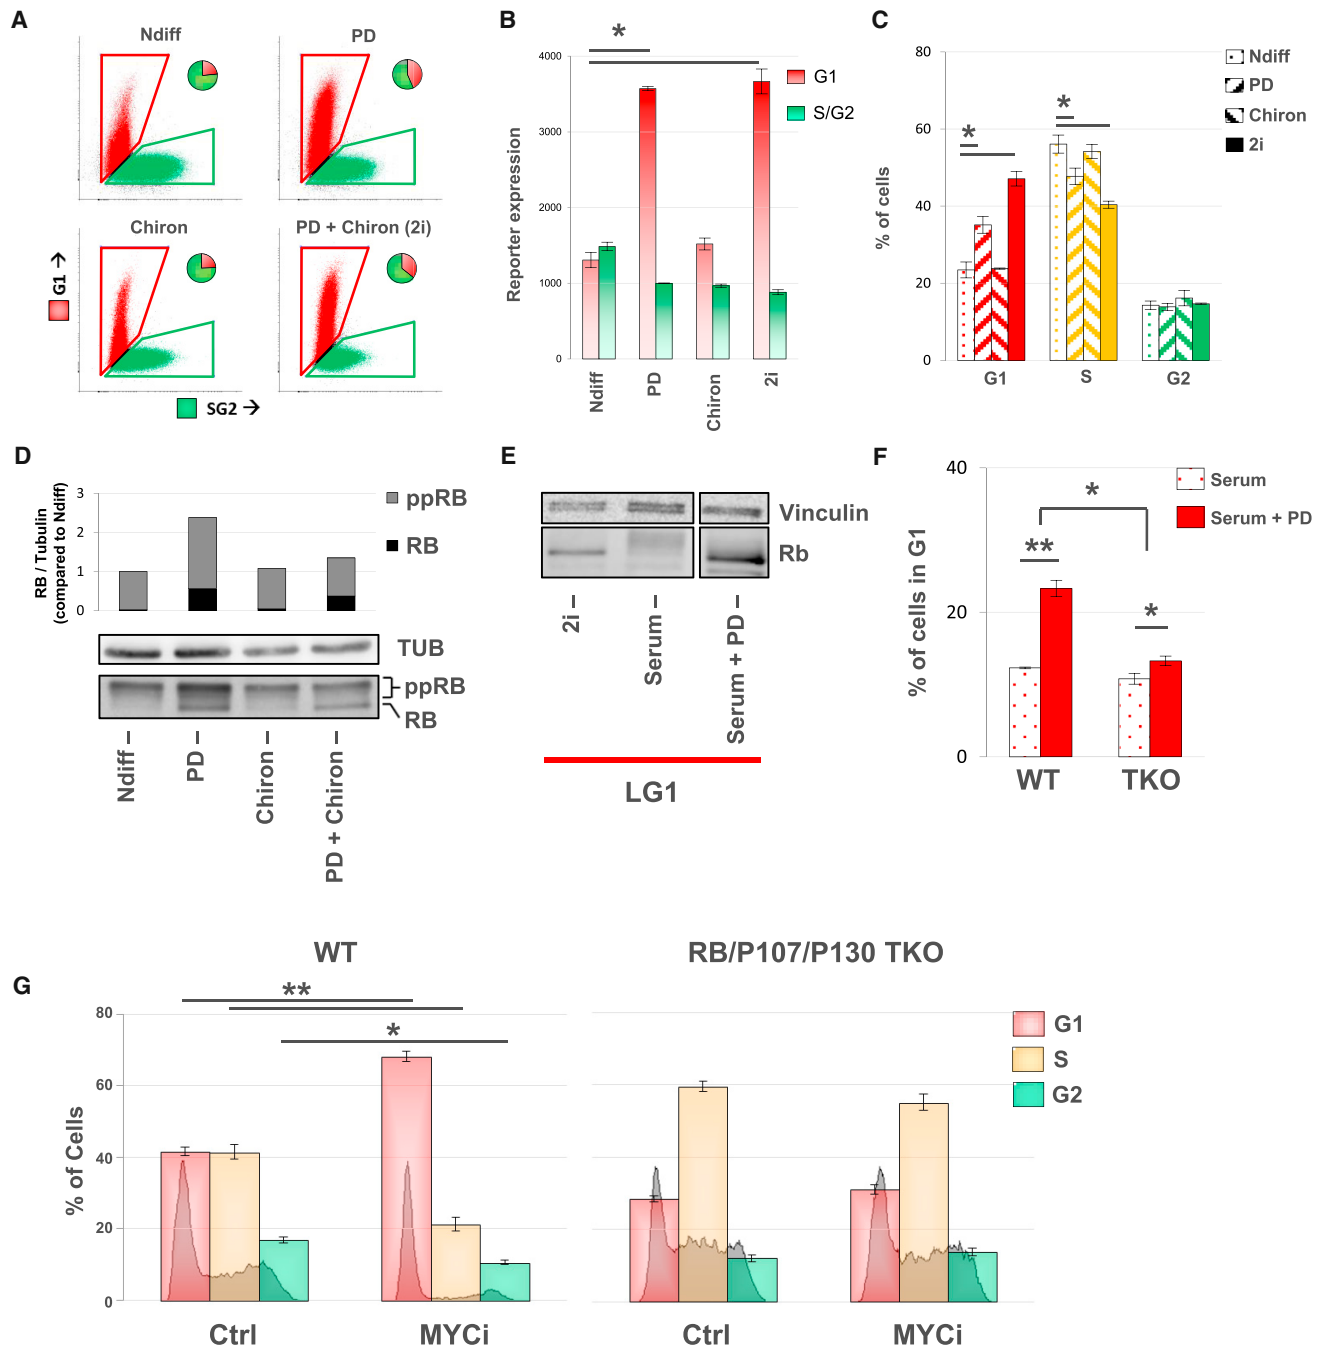

**Figure 2. Role of ERK Signaling and RB Family Proteins in Cell-Cycle Regulation in Ground-State ESCs**

(A) Quantification of G1- and SG2-phases in Fucci cells in Ndiff medium supplemented with LIF and either PD, Chiron, or both inhibitors.

(B) Fucci reporter expression shows that inhibition of the ERK signaling pathway by PD results in elongation of G1-phase. Significance was assessed by a two-tailed Student's t test, \* $p < 0.05$ . At least two independent experiments showed these results.

(C) Cell-cycle analysis using PI shows that the addition of PD results in an increase of cells in G1-phase, whereas Chiron had no significant effect (\* $p < 0.05$ , Student's t test).

(D) ESCs cultured in serum-free Ndiff medium + LIF supplemented with either one or both inhibitors show the presence of hypo-phosphorylated RB upon inhibition of the ERK signaling pathway by PD and not by Chiron.

(E) Exposure of serum ESCs to PD results in hypo-phosphorylated and increased expression of RB. Similar results were observed in two independent experiments.

(F) Quantitation of the number of cells in G1-phase of WT serum ESCs and RB/P107/P130 triple-knockout serum ESCs incubated in the presence of PD, showing that elongation of G1-phase required the RB family proteins. Bar graphs indicate mean  $\pm$  SD. Comparison was performed by two-tailed Student's t test; \* $p < 0.01$ ; \*\* $p < 0.001$ ;  $n = 3$ .

(legend continued on next page)

(Figure 1H). In 2i ESCs, the cell-cycle distribution of only RB KO cells is changed, but to a lesser extent than in 2i TKO ESCs (Figure S2I). Note that the expression of key pluripotency genes and colony formation are not affected in TKO ESCs (Figures S2J and S2K). Taken together, the RB family proteins are involved in the control of the G1-phase in 2i ESCs.

To determine which signaling pathway regulates the phosphorylation status of RB, ESCs were cultured in medium + LIF supplemented either with PD0325901 (“PD”), CHIR99021 (“Chiron”), or both (“2i”). When taken out of 2i conditions, ESCs do proliferate for at least 1–2 weeks in Ndiff 227 media (Takara, formerly Ndiff N2B27, “StemCells”) + LIF. FUCCI reporter assays and PI FACS analysis indicate that the addition of PD, which blocks the ERK-signaling pathway, drives the elongation of G1-phase, whereas the GSK3 inhibitor Chiron has no effect (Figures 2A–2C). Western blot analysis detected hypo-phosphorylated RB only in ESCs cultured in the presence of PD (Figure 2D). Similarly, PD addition to serum ESCs gives rise to elevated, mostly hypo-phosphorylated RB protein (Figures 2E and S2F), possibly because of lowered cyclin D levels (Figure S2L). These effects are accompanied by an increased number of cells in the G1-phase in wild-type ESCs (Figures 2F and S2M), which is strongly reduced in TKO ESCs (Figure 2F). Chiron had, again, only a marginal effect on the length of G1 phase in serum ESCs, as in serum-free conditions (Figures 2B and S2M). We conclude that pluripotent 2i ESCs do possess an active G1 restriction point that, in serum ESCs, is abrogated by ERK signaling and RB hyper-phosphorylation.

It has recently been shown that inhibition of C-MYC and N-MYC in 2i ESCs results in quiescence, mimicking *in vivo* diapause (Scognamiglio et al., 2016). To test whether the RB family proteins are required for G1-arrest, we treated WT and RB/P107/P130 TKO ESCs with the MYC inhibitor (MYCi). Upon MYC inhibition, WT 2i ESCs stall in the G1-phase, in line with a recent report (Scognamiglio et al., 2016). In RB/P107/P130 TKO ESCs, however, the number of cells in G1-phase did not significantly increase upon MYC inhibition (Figure 2G). We conclude that the RB/P107/P130-mediated restriction point is required to stall the cells in G1 in a dormancy-like state.

## DISCUSSION

It has been postulated that an abbreviated G1-phase is characteristic of ESCs and ensures maintenance of pluripotency. Our study shows that elongation of the G1-phase in 2i ESCs is the most prominent difference in the cell cycle when compared to serum ESCs, yet 2i ESCs are highly pluripotent and perform even better in chimera formation than serum ESCs (Alexandrova et al., 2016). Together with the observations that 2i ESCs have a lower propensity to differentiate (Marks et al., 2012; Ying et al., 2008), our findings imply that a short G1-phase is not an intrinsic property of pluripotent ESCs. Our data corroborate and significantly extend previous observations in serum ESCs (Gonzales

et al., 2015; Li et al., 2012) by revealing the mechanism of the fundamentally different G1 control in 2i versus serum ESCs.

The fibroblast growth factor (FGF)/ERK signaling plays an important role during early embryonic development, and loss of FGF4 results in impaired cell proliferation of inner cell mass (ICM) cells (reviewed in Dorey and Amaya, 2010; Lanner and Rossant, 2010). Our results indicate that signaling via the ERK pathway results in a decrease in hypo-phosphorylated RB, loss of the restriction point, and an abbreviated G1-phase in serum ESCs. As the FGF/ERK pathway plays a crucial role in early fate specification during the implantation stage (Lanner and Rossant, 2010) that coincides with bursts of cell proliferation (Snow, 1977), we lend further support to the model in which 2i ESCs resemble naive pluripotent (ICM) cells by showing that FGF/ERK signaling results in the shortening of G1-phase in epiblast (serum) ESCs.

Besides the difference in G1-phase between serum and 2i ESCs, a shortening of S/G2-phase was observed as well. These observations are in concordance with marked changes in cell cycle during early embryonic development (reviewed in Bouldin and Kimelman, 2014; Duronio et al., 1996). It is tempting to speculate that this is caused by observed discrepancies in the expression of cell-cycle regulators, such as differences in cyclin E expression during S-phase and the higher expression of all Cdc25 isoforms during G2-phase (unpublished data) (Bouldin and Kimelman, 2014; Farrell et al., 2012; Sansam et al., 2015). Moreover, differences in epigenetic make-up and chromatin landscape between serum and 2i ESCs (Habibi et al., 2013; Marks and Stunnenberg, 2014) could possibly affect the length of these phases as well (Shermoen et al., 2010).

Collectively, our results provide a paradigm shift in how the cell cycle is regulated in pluripotent stem cells. Surprisingly, 2i ESCs do harbor an intact G1 control, which is lost upon adaptation to serum conditions due to increased ERK signaling and RB hyper-phosphorylation. Our data imply a revised conceptual framework for cell-cycle regulation in pluripotent ESCs and during early embryonic development.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell lines and culture conditions
- METHOD DETAILS
  - Establishment of R1 FUCCI ESCs
  - Western Blot
  - Flow cytometry
  - Colony formation assay
  - ChIP-seq
  - Karyotype Analysis

How the deposited data were processed for this re-analysis (not part of the article)

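E2F1 occupancy was measured by ChIP-seq in 2 biological replicates of serum ESCs and 2 of 2i ESCs. According to the methods, the authors aligned paired-end reads to mm9 with BWA, removed duplicates with picard and blacklisted regions with the ENCODE list, called peaks with macs2 in each sample, intersected the peaks of replicates, merged the serum and 2i peaks and counted reads over the merged peaks with bedtools. They called differential peaks with DESeq2. The deposited values are a signal per peak and sample. Apart from 9 serum values deposited as exactly 2, they are the authors' counts of reads divided by 1 size factor per sample. No further normalization was applied before the tests reported at the claims. Because only peaks shared by the replicates of a condition were kept before counting, the peaks tested exclude sites found in a single replicate. Peak coordinates are printed as deposited, and whether their starts count from 0 or from 1 is not stated with them.

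The step that 1 read is worth was found in each sample from its low values. It was 1.74 in serum replicate 1, 0.953 in serum replicate 2, 0.560 in 2i replicate 1 and 1.04 in 2i replicate 2. Reads in peaks ranged from 248878 to 710519 per sample, and a level of 3 reads, taken as the floor for a fold change, corresponds to a normalized count of 5.23, 2.86, 1.68 and 3.13 in the same order. Confidence intervals of shares are over peaks and cover counting error only.

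The main test, fixed before the values were seen, was limma (version 3.58.1, in R 4.3.3) on log2(normalized count + 1), with eBayes and a trend of the variance on mean signal, over all 4 samples and without a block. A peak was called at a log2 fold change past 1 in either direction with an unadjusted p under 0.05. The fold change and the value of 0.05 follow the methods, which do not say whether the p was adjusted, and the calls after Benjamini-Hochberg adjustment are given beside them. The pairing of replicate 1 with replicate 1 and of replicate 2 with replicate 2 comes from the replicate numbers in the sample labels, and a fit with replicate number as a block is reported beside the main one. Alternatives were a pseudocount of 0.1 or 8, a minimum mean normalized count of 50, rescaling to the same total, rescaling by the median of ratios, cyclic loess normalization, eBayes without a trend, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, leaving out chromosomes 6, 8, X and unplaced contigs, leaving out each replicate where no test is involved, and other definitions of the correlation and of the promoter. DESeq2 with its prior on fold changes, the fit without chromosomes 6, 11 and 16, and the annotation with protein-coding transcripts only were added after the data were seen.

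The tests were tried on simulated data, with reads drawn for the 4523 peaks from the mean signals, depths and dispersions of the 4 samples. With 200 peaks changed 4-fold, limma called 196 of them and 70 unchanged peaks. With no peak changed, limma called 77 peaks at an unadjusted p under 0.05 and 0 after adjustment, and DESeq2 called 46 without and 0 with its prior on fold changes.

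Peaks were placed on the NCBIM37 genome (mm9) with the GENCODE M1 annotation, by the peak centre. The 14 peaks on unplaced contigs were left out of the annotation and of the checks on sequence. An E2F motif was searched on both strands within 200 bp of the peak centre. Annotation, permutation tests and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The named peaks were chosen by a rule written before the values were seen. It takes the 3 called peaks with the largest positive and the 3 with the largest negative log2 fold change among those whose replicate values do not overlap between conditions, the 3 peaks with the highest mean, and every peak at 27 genes that the paper names. The RNA-seq samples of the paper were not analysed here, so the relation of E2F1 occupancy to RNA expression was not computed.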

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

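The alternatives below were set before the data were examined, except where stated. The number of differential peaks stayed within 1.5 times the 466 reported with a pseudocount of 0.1 (475) or 8 (317), rescaling to the same total (491), the median of ratios (466), cyclic loess normalization (398), the replicate block (504), eBayes without a trend (479), edgeR (500) and DESeq2 (399) on recovered reads, and without chromosomes 6, 8, X and unplaced contigs (388 of 3911 peaks). It did not with a minimum mean normalized count of 50, where 188 of 2731 peaks were called, 121 higher in serum and 67 higher in 2i. All 188 were among the 466, and the filter had removed 274 of the 466 before the test, 95 higher in serum and 179 higher in 2i, so the lower count and the changed split came from leaving out weak peaks. With a pseudocount of 8, 152 peaks were higher in 2i. DESeq2 with its prior on fold changes, chosen after seeing the data, called 203 peaks, 120 higher in serum and 83 higher in 2i, and 201 of the 203 were among the 466. Each of the 151 calls lost with a pseudocount of 8 kept an unadjusted p under 0.05 and fell below the fold change threshold. Of the 265 calls lost with the prior, 182 did so and 83 failed both thresholds. These losses thus came with smaller fold changes.

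The share of called peaks that were higher in serum was 46.8%. It was 36.3% (178 against 313) after rescaling to the same total, which moved the median log2 fold change of all peaks by -0.09, and 58.3% (232 against 166) after cyclic loess normalization. It was 64.4% with the minimum mean of 50, and 59.1% with DESeq2 and its prior. Without chromosomes 6, 11 and 16, a choice made after seeing the data, it was 52.2% (199 against 182).

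After Benjamini-Hochberg adjustment, 66 peaks were called. This became 271 with the replicate block, 102 with DESeq2 and 0 with eBayes without a trend, where 479 peaks still passed at an unadjusted p under 0.05. Across the other alternatives, those chosen after seeing the data included, the adjusted count ran from 54 to 97. The replicate block estimates a further term from the 4 samples, so its p rests more on the spread shared across peaks. At the Egr1 peak, the limma p was 3.15e-07 without and 5.15e-22 with the block, at the same fold change. Some named peaks moved the other way, such as E2f8 (limma p of 0.308 without and 0.36 with the block). The causes were not tested further.

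The number of peaks past a 2-fold change was 534, and became 320 with a pseudocount of 8 and 195 with the minimum mean of 50. It ranged from 495 to 772 across the 4 settings that each left out one replicate. The highest value came without serum replicate 2, which leaves serum replicate 1, the sample with the fewest reads, as the only serum sample. Calls were not recomputed with a replicate left out, since 1 condition would then have a single sample.

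The correlation between conditions, an R2 of 0.725, became 0.545 per kb of peak length and 0.632 with the minimum mean of 50, and ranged from 0.649 to 0.719 with one replicate left out. Pseudocounts, the linear scale and the squared Spearman rho gave 0.718 to 0.763. The share of peaks at a promoter-TSS or 5'UTR, 75.2%, became 88.3% with a promoter of 500 bp either side, 89.2% with any overlap and, in a choice made after seeing the data, 69.6% with protein-coding transcripts only.

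Of the 25 named peaks, 22 kept their sign and their call under cyclic loess normalization. The peak at Mir17hg was no longer called, and the fold changes at Dnajb14 (-0.10) and E2f1 (-0.16) reversed. No call of a named peak changed with either other pseudocount or the replicate block, which in this balanced design cannot change a fold change. With one replicate left out, the log2 fold change crossed 0 at 4 peaks that were not called: at Grb10 it ran from -1.24 to 1.22, at Cdkn1b from -0.32 to 0.21, at E2f1 from -0.18 to 0.27 and at Tfdp1 from -0.032 to 0.62.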

Differences from the paper's values

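The paper states that 5% of the E2F1 binding sites were differential, against 10.3% here at an unadjusted p. Of the alternatives set before the data were examined, a pseudocount of 8 (7.01%) and a minimum mean normalized count of 50 (6.88%) came within 1.5 times the paper's value. A pseudocount of 0.1 (10.5%), rescaling to the same total (10.9%) or by the median of ratios (10.3%), cyclic loess normalization (8.80%), the replicate block (11.1%), eBayes without a trend (10.6%), edgeR (11.1%), DESeq2 (8.82%) and leaving out chromosomes 6, 8, X and unplaced contigs (9.92%) did not. Of the alternatives chosen after seeing the data, DESeq2 with its prior on fold changes gave 4.49%, within 1.5 times the paper's value, and leaving out chromosomes 6, 11 and 16 gave 10.2%.

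The paper's text does not say whether its p was adjusted. With Benjamini-Hochberg adjusted p, 1.46% of the peaks were differential, against the paper's 5%. Of the alternatives set before the data were examined, the replicate block gave 5.99%, within 1.5 times the paper's value, with 152 peaks higher in serum and 119 higher in 2i, and both of these numbers also came within 1.5 times those in Figure S1N. The others did not come within 1.5 times 5%, and ran from 0% with eBayes without a trend (479 peaks at an unadjusted p under 0.05) to 2.26% with DESeq2. Neither did the alternatives chosen after seeing the data, DESeq2 with its prior (2.14%) and leaving out chromosomes 6, 11 and 16 (1.76%). With the replicate block the p rests more on the spread shared across peaks, so its match does not show what the paper did.

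At an unadjusted p, the number of peaks higher in serum was 218, against the paper's about 120 in Figure S1N, read by eye. The minimum mean of 50 (121), rescaling to the same total (178) and a pseudocount of 8 (165) came within 1.5 times that value, and none of the other alternatives set before the data were examined did. The number of peaks higher in 2i was 248, against the paper's about 85 in Figure S1N, read by eye, and of the alternatives set before the data were examined the minimum mean of 50 (67) alone came within 1.5 times that value. DESeq2 with its prior on fold changes, chosen after seeing the values, gave 120 and 83.

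The paper reports an R2 of 0.79 between serum and 2i, against 0.725 here. The difference exceeded the SD of 0.0398 over the 4 pairs of a serum and a 2i sample. These pairs compare single samples and share them, so this SD is only a yardstick and not the error of the R2 of condition means. The value on the linear scale (0.763) and with a pseudocount of 8 (0.753) came within that SD of the paper's, and a pseudocount of 0.1 (0.718), the squared Spearman rho (0.736), values per kb (0.545) and the minimum mean of 50 (0.632) did not. None of these settings reached the paper's value.

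In Figure S1N the peaks higher in serum outnumber those higher in 2i. Here they did not (218 against 248), but they did with a pseudocount of 8 (165 against 152), the minimum mean of 50 (121 against 67), cyclic loess normalization (232 against 166) and DESeq2 (213 against 186), and among the calls after adjustment without (52 against 14) and with the replicate block (152 against 119). They also did in both alternatives chosen after seeing the data, DESeq2 with its prior (120 against 83) and leaving out chromosomes 6, 11 and 16 (199 against 182). At an unadjusted p, peaks higher in 2i were the more numerous with a pseudocount of 0.1 (225 against 250) and the replicate block (226 against 278). The same held after rescaling to the same total (178 against 313) or by the median of ratios (218 against 248). It also held for eBayes without a trend (217 against 262), edgeR (233 against 267) and without chromosomes 6, 8, X and unplaced contigs (186 against 202).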

Other observations

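The patterns below were noticed in the data and then tested on the same data. The tests of promoter location, GC content and replicate differences for the ERK-responsive genes were chosen only after their fold changes had been seen, and the median of chromosome 6 was seen before its tests were chosen.

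Fold changes of E2F1 peaks differed between chromosomes. Relative to all peaks on assembled chromosomes, the median log2 fold change of serum against 2i was -0.35 for the 238 peaks on chromosome 6, -0.21 for the 386 on chromosome 11 and -0.22 for the 150 on chromosome 16. In 10000 shuffles of the chromosome labels, the p over the most extreme of the 20 chromosomes was 0.0001 for chromosome 6, the smallest the shuffles can give, 0.0102 for chromosome 11 and 0.0058 for chromosome 16. For chromosome 6, the shift stayed at -0.33 after removing the dependence on GC content, length and mean signal, and 13 of 15 bins of 10 Mb lay below the genome-wide median, which goes against a local group of peaks. It was -0.37 in the stronger and -0.31 in the weaker peaks, as a change in copy number of the chromosome could give. The replicates differed as much, however. The larger of the replicate shifts on chromosome 6 was 0.49 in size, between the serum samples, so the pattern cannot be told apart from a difference between single cultures or libraries. Relative to the mean of the 4 samples, chromosome 6 stood at -0.41 in serum replicate 1, 0.08 in serum replicate 2, 0.25 in 2i replicate 1 and 0.09 in 2i replicate 2. Chromosome 11 stood at 0.32 in 2i replicate 1 and at -0.07 in 2i replicate 2, with the serum samples at -0.13 and -0.10, and chromosome 16 at 0.26 in 2i replicate 1 and -0.06 in 2i replicate 2, with the serum samples at -0.11 and -0.18. Chromosome 8 stayed within 0.10 of the mean in each sample. A hypothesis is that the copy number of chromosomes 6, 11 and 16 varied between the cultures. In the paper's karyotype analysis the E14 line was trisomic for chromosomes 6 and 8, but the line used for the ChIP-seq is not named. No input DNA was analysed here that could test this hypothesis.

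The Egr1 promoter had the largest rise in serum, and Egr1 responds to ERK signaling, which PD blocks in 2i. This led to a list of 29 other ERK-responsive genes, written from general knowledge before their peaks were looked up. Peaks overlapped the promoters of 9 of them, and the fold change was positive at 9 of the 9 peaks, with a median log2 fold change of 1.02 and a range from 0.19 to 2.41. The median lay at percentile 99.99 of 10000 random sets of 9 peaks matched on mean signal, whose typical median was 0.08. Called peaks higher in serum lay at Srf, Spred1, Mcl1, Spry2 and Dusp5, and none of the 9 was called higher in 2i. All 9 fold changes stayed positive under cyclic loess normalization (median 0.76). For the 7 of the peaks centred in a promoter-TSS or 5'UTR, the median lay at percentile 99.99 of promoter peaks matched on mean signal and GC content, so these properties did not account for the fold changes of those 7. The peaks at Klf10 and Mcl1, centred in an intron and an exon, were not matched on GC content. The larger replicate shift of the 9 peaks was -0.19, under the size of their median fold change. One candidate explanation is that E2F1 ChIP signal follows the activity of ERK-responsive promoters. Whether it reflects E2F1 binding or a general gain of ChIP signal at active promoters was not tested, since no control immunoprecipitation or input was analysed here. An E2F motif lay within 200 bp of the centre at 2 of the 9 peaks and was not found at Egr1. Of the peaks not called, 29.6% had one, so so few peaks cannot decide the question.

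An E2F motif lay near the centre of 25.5% of the peaks higher in serum, 28.6% of those higher in 2i and 29.6% of the peaks not called. The directions did not differ (two-sided Fisher's exact test, p = 0.465, and p = 0.664 by permutation within deciles of GC content), so a difference in motif content between the directions was not detected. The promoter share did differ. The two-sided Fisher's exact p was 8.90e-06, and within deciles of mean signal the peaks higher in serum lay at a promoter-TSS or 5'UTR less often by a weighted difference of -25.2 percentage points (permutation p = 0.0001, the smallest 10000 permutations can give). Mean signal therefore did not account for the difference. Within deciles of GC content it was -14.2 percentage points (permutation p = 0.0013). Among the peaks called by DESeq2 with its prior, a choice made after seeing the data, 54.6% of those higher in serum and 72.3% of those higher in 2i were at a promoter-TSS or 5'UTR (two-sided Fisher's exact p = 0.0125). The called gains in serum thus included a larger share of sites away from a promoter-TSS or 5'UTR, and the cause is open. Other technical sources, such as open chromatin, were not tested.

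Of the 3 ways to split the 4 samples into 2 and 2, only the real one, 1 of 3, gave as many as 466 called peaks. The splits that put a serum and a 2i sample in each group gave 52 and 24 called peaks, with 0 after adjustment in both. In those splits, any difference between serum and 2i widens the spread within groups, so their low counts are partly built in. For this reason, and with only 3 splits, chance cannot be excluded this way.

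The log2 fold change rose with mean signal. Of 4 equal groups of peaks by mean signal, the weakest had a median of -0.26 and the strongest of 0.11, with a Spearman rho across peaks of 0.242, while peaks are not independent replicates. After cyclic loess normalization the rho was 0.0061. GC content was almost unrelated to the fold change (rho 0.022), whereas the log2 differences between replicates had a rho with GC content of -0.132 in serum and -0.138 in 2i. The test set for GC bias compares these sizes, and with so small a relation of the fold change itself it decides nothing.

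At the Grb10 promoter, the peak with the highest mean signal, replicate 2 exceeded replicate 1 in both conditions (632 and 3802 reads in serum, 1533 and 4511 in 2i). Over all peaks, the replicate numbers carried little shared variation (correlation 0.048). No explanation was tested.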
